# Chemosensory sensilla of the *Drosophila* wing express a candidate ionotropic pheromone receptor

**DOI:** 10.1371/journal.pbio.2006619

**Published:** 2019-05-21

**Authors:** Zhe He, Yichen Luo, Xueying Shang, Jennifer S. Sun, John R. Carlson

## Abstract

The *Drosophila* wing was proposed to be a taste organ more than 35 years ago, but there has been remarkably little study of its role in chemoreception. We carry out a differential RNA-seq analysis of a row of sensilla on the anterior wing margin and find expression of many genes associated with pheromone and chemical perception. To ask whether these sensilla might receive pheromonal input, we devised a dye-transfer paradigm and found that large, hydrophobic molecules comparable to pheromones can be transferred from one fly to the wing margin of another. One gene, *Ionotropic receptor* (*IR*)*52a*, is coexpressed in neurons of these sensilla with *fruitless*, a marker of sexual circuitry; *IR52a* is also expressed in legs. Mutation of *IR52a* and optogenetic silencing of IR52a^+^ neurons decrease levels of male sexual behavior. Optogenetic activation of IR52a^+^ neurons induces males to show courtship toward other males and, remarkably, toward females of another species. Surprisingly, *IR52a* is also required in females for normal sexual behavior. Optogenetic activation of IR52a^+^ neurons in mated females induces copulation, which normally occurs at very low levels. Unlike other chemoreceptors that act in males to inhibit male–male interactions and promote male–female interactions, IR52a acts in both males and females, and can promote male–male as well as male–female interactions. Moreover, IR52a^+^ neurons can override the circuitry that normally suppresses sexual behavior toward unproductive targets. Circuit mapping and Ca^2+^ imaging using the *trans*-Tango system reveals second-order projections of IR52a^+^ neurons in the subesophageal zone (SEZ), some of which are sexually dimorphic. Optogenetic activation of IR52a^+^ neurons in the wing activates second-order projections in the SEZ. Taken together, this study provides a molecular description of the chemosensory sensilla of a greatly understudied taste organ and defines a gene that regulates the sexual circuitry of the fly.

## Introduction

Taste, or contact chemoreception, allows insects to detect an immense variety of environmental cues [1]. These cues may signify the presence of nutrients, toxins, competitors, or mates [2]. A better understanding of insect chemoreception could lead to new means of controlling agricultural pests and disease vectors that inflict enormous global damage [3].

*Drosophila melanogaster* is an excellent model for the study of insect contact chemoreception. Taste organs of the fly contain sensilla that have a pore at the tip [4]. When a sensillum makes contact with the environment, chemical compounds diffuse through the pore and activate gustatory receptor (Gr) neurons within. Each sensillum is innervated by several gustatory neurons and often one mechanosensory neuron. Different taste neurons respond to different stimuli, such as sugars, bitter compounds, salts, water, acids, lipids, or pheromones [5].

There have been extensive studies of several *Drosophila* taste organs: the labellum (the major taste organ of the head), the legs, and the pharynx [1]. By contrast, the wing has been believed for more than 35 years to detect tastants but has received remarkably little attention as a taste organ [6]. The wing contains a row of approximately 40 curved sensilla on the anterior margin of each face of the wing. There is evidence to support a chemosensory function for these sensilla, but the data are limited [7–9].

Within the taste organs of the fly, several classes of receptors detect chemical stimuli. The *D*. *melanogaster* genome contains 60 *Gr* genes, which encode receptors that detect bitter compounds, sugars, and other classes of stimuli [10, 11]. A family of 60 *Ionotropic receptors* (*IR*s) includes a large clade expressed in taste organs [12–21]. Among this clade are *IR52c* and *IR52d*, which are coexpressed in neurons of the male foreleg and are required for normal sexual behavior [15]; another *IR*, *IR60b*, is expressed in the pharynx and responds to sucrose [18]. Several members of the *pickpocket* (*ppk*) family are expressed in taste organs and have been implicated in pheromone recognition [1, 22–27]. Certain transient receptor potential (Trp) receptors are also sensitive to tastants [28–31].

One of the most fundamental problems in biology is how an animal identifies a suitable mating partner. Although a number of candidate pheromone receptors have been described in *Drosophila*, the number of candidate pheromones is much higher. The cuticular surface of the fly contains on the order of 50 hydrophobic hydrocarbons, some of which are transferred between male and female flies [32–34]. A major goal in the field is to identify and characterize the receptors that control the operation of sexual circuits.

Here, we use a molecular approach to identify genes expressed in chemosensory sensilla of the wing. We carry out a differential RNA-seq analysis of wild-type wings and of mutant wings that lack chemosensory sensilla. The screen identifies a large number of chemosensory genes, including genes implicated in pheromone response. To test the possibility that pheromones from one fly are transmitted to the wing margin of another fly, we carry out dye transfer experiments and find transmission to the wing. Among the genes identified in the screen is *IR52a*. Genetic analysis reveals that it is required for male sexual behavior. Optogenetic silencing and activation of IR52a^+^ neurons show that they activate a circuit that drives male sexual behavior. Strikingly, activation of these neurons drives male sexual behavior not only toward *D*. *melanogaster* females but also toward males and toward females of another species. Finally, we find that *IR52a* is highly unusual in that it is required for normal female sexual behavior as well as male behavior.

## Results

### A differential RNA-seq analysis of chemosensory sensilla of the wing

We first examined the curved sensilla of the wing by electron microscopy to confirm that they contained the cardinal feature of a taste sensillum: a terminal pore through which tastants can enter. We examined a total of approximately 30 sensilla on three wings and observed pores (Fig 1A) comparable to those on other taste organs.

**Fig 1:**
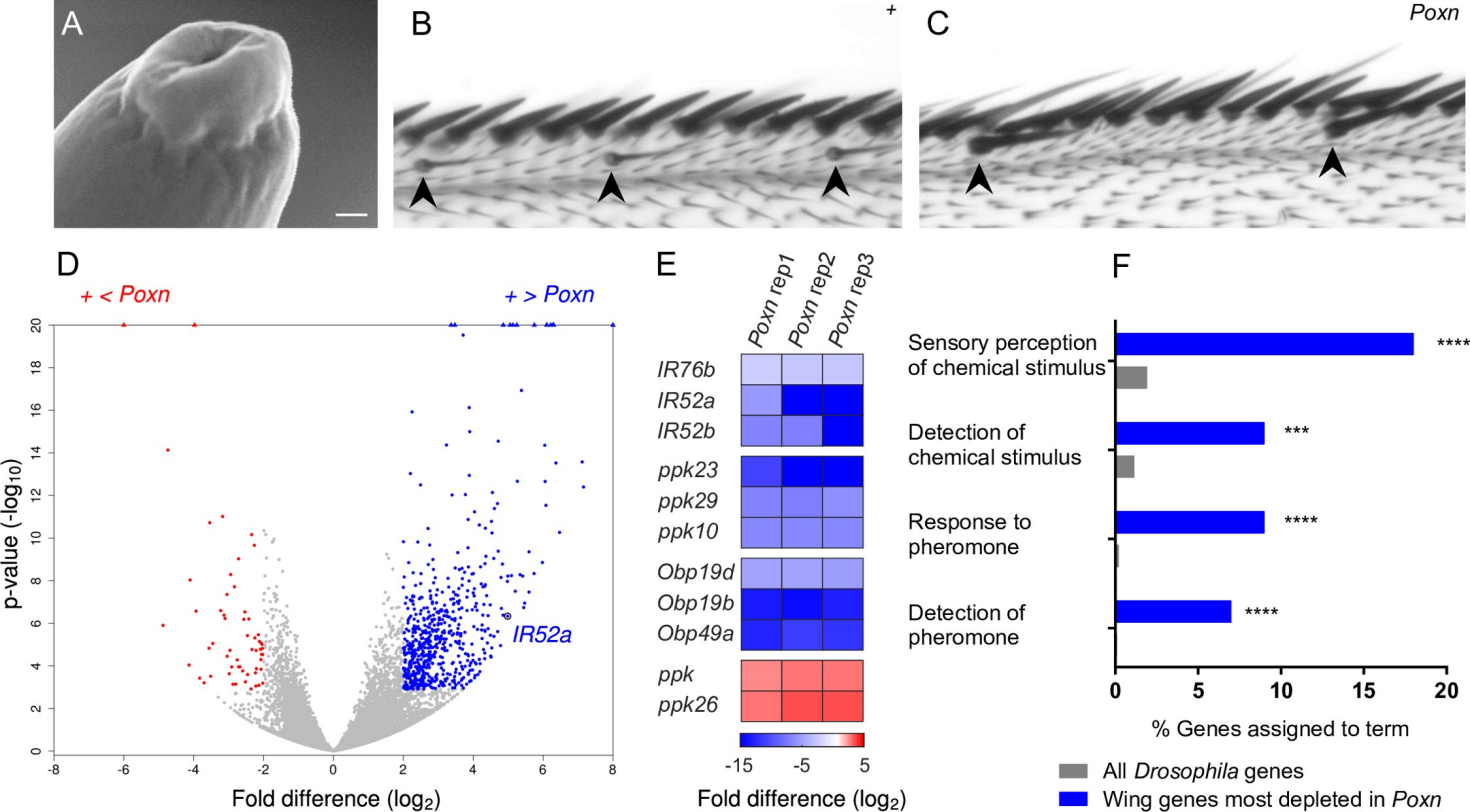
Taste sensilla in the wing and RNA-seq screen of control and *Poxn* wings. (A) Scanning electron microscope image of the tip of a chemosensory hair on the wing. Scale bar = 50 nm. (B) Anterior wing margin of a control wing (*w* Canton-S). Thin, curved chemosensory sensilla are indicated by arrowheads. (C) Anterior wing margin of *Poxn*. Chemosensory sensilla are missing; rather, sensilla that appear larger than their neighbors are observed (arrowheads). The larger sensilla may be mechanosensory. (D) Volcano plot of genes showing their relative transcript levels in *Poxn* and control wings. The x-axis indicates the log_2_ fold difference of FPKM for each gene. The y-axis indicates the *P* value of the difference. Blue dots indicate genes that are expressed at levels more than 4-fold higher in control than in Poxn and for which the difference is significant at *P* < 0.01 (adjusted *P* < 0.01, DESeq2 Wald test). Red dots indicate genes that are expressed at levels more than 4-fold higher in *Poxn*. Points at top of graph represent genes for which *P* values are extremely small. (E) Genes from the *IR*, *Ppk*, and *Obp* genes that show the most significant enrichment or depletion within their respective families. Color indicates log_2_ fold difference. (F) Gene ontology enrichment analysis of the top 100 genes that had more than a 4-fold increase in control as determined by *P* value. ***FDR < 0.001; ****FDR < 0.0001, PANTHER Overrepresentation Test. FDR, false discovery rate; FPKM, fragments per kilobase of transcript per million mapped reads; IR, ionotropic receptor.

To investigate the molecular organization of the chemosensory sensilla, we carried out a differential RNA-seq analysis. 

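The libraries were made from polyadenylated RNA of hand-dissected wings of 3-day-old flies of 2 genotypes, Canton-S control flies and flies mutant for Poxn, with 3 libraries per genotype. The methods give 8000 wings from 4000 flies for each library, which does not add up to the total number of wings in the paper's results, so the number of wings per library is uncertain. The authors trimmed the reads with Trim Galore 0.4.0 and aligned them with STAR 2.4.2a to the FlyBase r6.09 genome. They deposited, for each library, the raw count of reads on each of 17476 genes, and 1 table of their own comparison of the genotypes. The paper's text does not name the counting program or say whether it used the strand of the reads, so counts of overlapping genes, antisense genes and close paralogs are uncertain. Control replicates 1 to 3 had 12938209, 10074860 and 14269486 counts on genes, and Poxn replicates 1 to 3 had 15809196, 16182811 and 14021115. The 50 most abundant genes took 62.4%, 60.4% and 37.7% of these counts in the control libraries and 32.3%, 30.9% and 31.3% in the Poxn libraries. Genes whose longest transcript is under 600 nt took 30.6%, 20.7% and 16.6% in control replicates 1 to 3 and between 5.68% and 7.03% in the Poxn libraries.

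**Figure D1:**
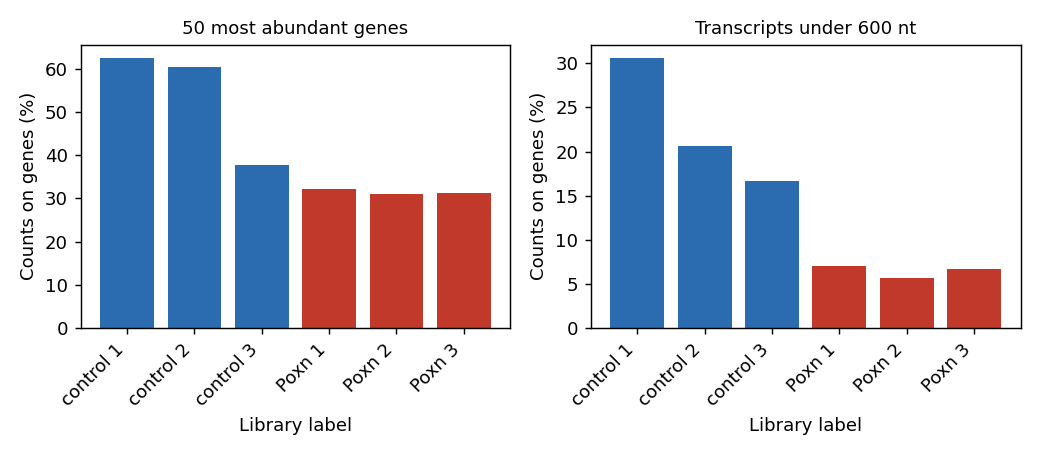
Percent of the counts on genes that fell on the 50 most abundant genes of each library (left) and on genes whose longest transcript is under 600 nt (right), for the 3 control libraries (blue) and the 3 Poxn libraries (red). Control replicates 1 and 2 stand at 62.4% and 60.4% on the left, and all 3 control libraries lie above the Poxn libraries on the right.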

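The counts were compared with edgeR's quasi-likelihood test (edgeR 4.0.16) with Benjamini-Hochberg adjustment, on the 8973 genes that passed edgeR's filter on low counts. Library sizes were corrected with edgeR's TMM factors, which were 0.246, 0.522 and 1.28 for control replicates 1 to 3 and 1.76, 1.86 and 1.87 for Poxn replicates 1 to 3. The resulting effective sizes ran from 3180073 counts in control replicate 1 to 30066751 in Poxn replicate 2, so a given gene was measured least precisely in control replicate 1. Normalized levels are CPM, the counts a gene would have at an effective library size of 1000000, and are given as mean ± SD over the 3 libraries of a genotype. A log2 fold change is positive where the control libraries were higher. The quasi-likelihood test reports no standard error. The one given with edgeR is the size of the log2 fold change divided by the square root of the test's F statistic. A gene was called enriched, as in the paper, when its log2 fold change lay beyond 2 (more than 4-fold) and its adjusted p was under 0.01. A count of 0 allows up to 3 counts, which corresponds to 0.943, 0.571 and 0.165 CPM in control replicates 1 to 3 and to 0.108, 0.0998 and 0.115 CPM in Poxn replicates 1 to 3. These limits cover counting error only. Where all 3 libraries of a genotype had 3 counts or fewer, the fold is given as a lower bound against these limits. For a single gene, an exact permutation test of 3 libraries against 3 cannot give a p below 0.1. In simulated counts for the same 8973 genes with 200 of them changed, the test at this criterion recovered 185 (92.5%). All 200 were given the same size of change, far above 4-fold. Recovery of changes nearer to 4-fold was not simulated and may be lower. Gene symbols and positions were taken from the Ensembl annotation of the release 6 assembly, which lists 17229 of the 17476 genes.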

We hand-dissected a total of 24,000 wings, half from control flies and half from *Poxn* mutants that lack chemosensory sensilla on the wing (Fig 1B and 1C) [35]. 

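Libraries of 1 genotype were compared with each other before they were averaged. Across 8973 genes, Pearson's r of log2 CPM (prior count 2) was between 0.833 and 0.921 for pairs of control libraries, between 0.975 and 0.983 for pairs of Poxn libraries, and between 0.779 and 0.892 for a control library against a Poxn library. These correlations are across genes, which are not independent replicates. The biological coefficient of variation was 65.2% among the control libraries and 20.1% among the Poxn libraries. Every pair differed by more than the sampling noise, with a chi-square statistic per gene between 426 and 689 for the control pairs and between 52.9 and 72.0 for the Poxn pairs, where sampling noise alone gives about 1. No library was therefore a copy of another.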

We performed RNA-seq on three biological replicates from each genotype.

Applying a stringent criterion for differential expression (>4x enrichment and adjusted *P* < 0.01, DESeq2 Wald Test [36]), 650 transcripts were enriched in control wings, as expected for genes preferentially expressed in chemosensory sensilla (blue dots in Fig 1D). These transcripts include members of the *IR* and *ppk* receptor families (Fig 1E, S1 and S2 Figs, S1 Table). 

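The Poxn transcript was examined first, as a check of the labels. Poxn (FBgn0003130; 2R, 15826693 to 15835055, reverse strand, release 6 assembly) had 0, 6 and 3 counts in control replicates 1 to 3 and 92, 86 and 85 counts in Poxn replicates 1 to 3. The means were 0.436 ± 0.617 CPM in the libraries labelled control and 3.15 ± 0.248 CPM in those labelled Poxn (SD, n = 3 each; exact permutation test, p = 0.1). Its log2 fold change was −2.95 (standard error 0.80, adjusted p = 0.0556 from edgeR's quasi-likelihood test), and it was −4.50 without control replicate 2 and −2.17 without control replicate 3. The transcript of the mutated gene was thus higher in the libraries labelled Poxn, and every direction given for these libraries follows their labels.
At the paper's criterion, 54 of the 8973 tested genes were higher in the libraries labelled control and 5 were higher in those labelled Poxn. At an unadjusted p under 0.05 the test gave 1597 and 1264 genes, and 199 and 2796 with libraries scaled by total counts. With TMM factors, the 3 libraries of one label lay above the 3 of the other in all 54 and all 5 genes, and with total counts in 52 and 5. Among all tested genes, 40.4% had such non-overlapping libraries with TMM factors and 60.5% with total counts, where chance gives 10%. The gene with the smallest p was VGlut (FBgn0031424; 2L, 2400295 to 2410662, forward strand), the vesicular glutamate transporter gene, with 148, 198 and 572 counts in control replicates 1 to 3 and 2, 1 and 1 in Poxn replicates 1 to 3. It was at least 358-fold higher in the libraries labelled control (at least 121-fold with libraries scaled by total counts, adjusted p = 0.000296, edgeR). CG17572 (FBgn0032753; 2L, 19071131 to 19074149) had 103, 205 and 682 counts against 0, 1 and 2 and was at least 337-fold higher (at least 129-fold with total counts, adjusted p = 0.000373, edgeR). The transcription factor gene toy (FBgn0019650; chromosome 4, 989725 to 1007922) had 54.2 ± 14.8 CPM against 0.133 ± 0.0764 CPM (SD, n = 3 each), a log2 fold change of 8.61 (standard error 0.56, adjusted p = 0.000373, edgeR), and of 7.07 with total counts.
The numbers of enriched genes depended on the test, on the scaling and on single libraries. DESeq2 gave 720 genes higher in the libraries labelled control and 73 higher in those labelled Poxn, and 684 and 56 when its prior on fold changes was used. Each of these sets held 52 of the 54 genes and all 5. Without control replicate 3, edgeR gave 222 and 24 genes, and 51 of the 54 were among the 222. Without Poxn replicate 1 it gave 3 genes higher in the libraries labelled control. With libraries scaled by total counts alone, the median log2 fold change of all genes moved from −0.0072 to −1.39, and the numbers became 63 and 85. Relative to a genotype in which the wing lacks chemosensory sensilla, the paper reasons that genes preferentially expressed in these sensilla are the ones whose transcripts are enriched in control wings.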

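Read from their symbols, 65 members of the IR, Gr, Or, Obp, CheA, CheB, ppk and Trp families were among the tested genes. At the criterion, 14 were higher in the libraries labelled control and 1 was higher in those labelled Poxn. Adjusted over the list alone, the numbers were 21 and 3. These are families that the paper reports on for the same libraries, so the second pair of numbers is not independent evidence. Of 66 IR genes in the files, 51 had a count in at least 1 library, 8 had enough counts to be tested and 0 passed the criterion. At an unadjusted p under 0.05, 3 IR genes were higher in the libraries labelled control and 1 was higher in those labelled Poxn. The median log2 fold change of the 8 tested IR genes was −0.26, and it was −1.75 with libraries scaled by total counts. Of 29 ppk genes, 26 had a count and 13 were tested. In the libraries labelled control, ppk10, ppk23, ppk25 and ppk29 passed the criterion, and ppk26 passed it in those labelled Poxn. Of the 13 tested ppk genes, 9 were higher in the libraries labelled control with TMM or RLE factors and 8 with total counts. DESeq2 raised the number of family members higher in the libraries labelled control from 14 to 40, among them 6 IR genes. Without Poxn replicate 1, 2 or 3 the number fell to 0, 4 and 4, while 35, 35 and 34 members had an unadjusted p under 0.05 in these fits, compared with 37 in the main test.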

Members of the odorant binding protein (Obp) and chemosensory protein (CSP) family were also enriched (Fig 1E and S2 Fig); some members of the Obp and CSP families are expressed in taste sensilla of the labellum and leg in addition to olfactory sensilla on the antenna [37–41]. 

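Of 51 Obp genes in the files, 46 had a count and 20 were tested. All 20 had a higher level in the libraries labelled control with TMM or RLE factors, and 13 of the 20 did with total counts. At the criterion, 3 were enriched in these libraries (Obp19b, Obp49a and Obp50a), and 13 had an unadjusted p under 0.05. The CSP genes here are those of the CheA and CheB groups. Of 8 CheA genes 4 were tested, and of 12 CheB genes 5 were tested. All of these were higher in the libraries labelled control under each scaling, and 3 and 4 of them passed the criterion. CheA84a (FBgn0261290; 3R, 8204195 to 8204830) had 3129, 2103 and 3285 counts in control replicates 1 to 3 and 0, 0 and 2 counts in Poxn replicates 1 to 3, at least 4845-fold higher in the libraries labelled control (at least 1155-fold with total counts and at least 2697-fold without control replicate 1, adjusted p = 0.00172, edgeR). CheB42c (FBgn0066292; 2R, 6944614 to 6971637, reverse strand) had 76058, 31509 and 38590 counts against 59, 63 and 54, a log2 fold change of 12.31 (standard error 1.62, adjusted p = 0.00816, edgeR), which was 10.91 without control replicate 1 and 9.99 with total counts. Its span holds CheB42a (6949482 to 6950284) and ppk25 (6950385 to 6952158), with which it could share reads. CheB38b (FBgn0067311; 2L, 20816456 to 20817270) had the smallest change of the 7, with 12, 31 and 46 counts against 2, 7 and 4 and a log2 fold change of 4.64 (standard error 0.61, adjusted p = 0.00816, edgeR), which was 3.05 with total counts. Leaving out any of the 3 Poxn libraries raised the adjusted p of each of the 7 above 0.01, to at most 0.109 for CheB42c without Poxn replicate 1 (edgeR), and leaving out control replicate 1 did so for CheB38b and CheB98a.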

The three *IRs*, *ppks*, and *Obps* that show the most statistically significant enrichments within each family are shown in Fig 1E. 

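Ranked by edgeR's p within each family, Obp50a, Obp49a and Obp19b came first among the Obp genes. Obp50a (FBgn0050067; 2R, 14370331 to 14371116) had 65, 153 and 243 counts in control replicates 1 to 3 and 1, 0 and 0 in Poxn replicates 1 to 3, at least 195-fold higher in the libraries labelled control (at least 63.2-fold with total counts, adjusted p = 0.000599, edgeR). Obp49a (FBgn0050052; 2R, 12690059 to 12690955) had 439 ± 257 CPM against 0.142 ± 0.0645 CPM (SD, n = 3 each), a log2 fold change of 11.52 (standard error 0.95, adjusted p = 0.00101, edgeR). Obp19b (FBgn0031110; X, 20416733 to 20417812) had 14170 ± 11100 CPM against 1.38 ± 0.526 CPM, a log2 fold change of 13.32 (standard error 1.71, adjusted p = 0.00704, edgeR). Its neighbour Obp19d (FBgn0011280; X, 20419613 to 20420979) was the most abundant Obp gene, with 37030 ± 31190 CPM against 1262 ± 47.9 CPM, and its log2 fold change of 4.88 had a standard error of 1.38 and did not pass the criterion (adjusted p = 0.0594, edgeR). Without control replicate 3, Obp19d passed (log2 fold change 5.40, adjusted p = 0.00779, in a range from 1.28e-09 to 0.277 over its alternatives, edgeR). Without Poxn replicate 1, Obp50a did not (adjusted p = 0.0122, in a range from 4.74e-26 to 0.0122, edgeR), and the calls on Obp49a and Obp19b were lost on leaving out any of the 3 Poxn libraries. Without control replicate 1 the log2 fold changes of Obp19b and Obp19d were 12.66 and 4.03, and with total counts those of Obp49a, Obp19b and Obp19d were 9.65, 11.15 and 2.69. Among the tested IR genes the smallest p belonged to IR76b, IR25a and IR93a. IR93a (FBgn0259215; 3R, 20851709 to 20859945), chosen after its values were seen, had 43, 11 and 33 counts against 8, 1 and 7, a log2 fold change of 4.76 (standard error 1.03, adjusted p = 0.0352, edgeR). It stood at 13.5, 2.09 and 1.81 CPM in control replicates 1 to 3, against 0.197 ± 0.142 CPM, so control replicate 1 raised its change. Scaled by total counts, it had 0.818 ± 0.408 against 0.130 ± 0.0928 FPKM. With no filter on low counts, IR52b came first among the IR genes (adjusted p = 0.00223, in a range from 4.76e-11 to 0.0429 over its alternatives, edgeR). Of the ppk genes, ppk10, ppk29 and ppk23 had the smallest p.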

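The files list 60 gustatory receptor (Gr) genes, of which 39 had a count in at least 1 of the 6 libraries and 5 had enough counts to be tested. None of the 5 passed the criterion in either direction, and adjusted over the list alone 1 of them, Gr28b, chosen after its values were seen, was higher in the libraries labelled Poxn. At an unadjusted p under 0.05, 2 were higher in the libraries labelled control and 1 in those labelled Poxn. The median log2 fold change of the 5 genes was −0.47 with TMM factors, −0.37 with RLE factors and −1.69 with total counts, with 2 of them higher in the libraries labelled control under each scaling. For the other Gr genes a difference was not detectable at this depth. Of 61 odorant receptor genes 4 were tested, and 0 passed the criterion, with 1 at an unadjusted p under 0.05.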

Conspicuously absent from the roster of genes enriched in wild-type wings were members of the *Gr* family (S1 Fig).

We carried out a gene ontology (GO) analysis of the 100 genes that are most significantly enriched in control wings according to p values. 

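Gene ontology terms were not used here, and membership in the IR, Gr, Or, Obp, CheA, CheB, ppk and Trp families, read from gene symbols, was counted in their place. Of the 100 genes with the smallest p among those over 4-fold higher in the libraries labelled control, 17 belonged to these families. They were CheA75a, CheA7a, CheA84a and CheA87a, the 5 CheB genes CheB38b, CheB38c, CheB42b, CheB42c and CheB98a, Obp18a, Obp19b, Obp49a and Obp50a, and ppk10, ppk23, ppk25 and ppk29. Of these, CheA7a, CheB38c and Obp18a did not pass the criterion and were chosen after their values were seen. No IR gene was among them, although 3 IR genes had an unadjusted p under 0.05. The remaining 83 genes belonged to none of the families.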

A number of these genes are annotated with the terms “sensory perception of chemical stimulus,” “detection of a chemical stimulus,” “response to pheromone,” and “detection of pheromone” (Fig 1F). These annotations occurred more frequently among the 100 most enriched wing genes than among the set of all *Drosophila* genes in Flybase with GO annotations (*P* < 0.001 in each of the four comparisons). These results are consistent with a chemosensory function for the wing sensilla.

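Against the background of tested genes, 17 of the 100 top genes (17%) belonged to the 8 families, compared with 48 of the other 8873 tested genes (0.541%). The odds ratio was 37.6 (one-sided Fisher's exact test, p = 1.86e-19). Among the top 50 genes 13 belonged to the families, among the top 200 genes 19, and among the top 100 of DESeq2 with its prior 20. The families are ones that the paper reports on for these libraries.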

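In the opposite direction, 5 tested genes were higher in the libraries labelled Poxn at the criterion, and in each of them the 3 libraries labelled Poxn lay above the 3 labelled control. Cyp6g1 (FBgn0025454; 2R, 12185667 to 12188431), a cytochrome P450 gene, had 0.994 ± 0.521 CPM in the libraries labelled control and 92.9 ± 25.4 CPM in those labelled Poxn (SD, n = 3 each), a log2 fold change of −6.37 (standard error 0.51, adjusted p = 0.000907, edgeR). Cyp6a8 (FBgn0013772; 2R, 14887171 to 14889010) had 5.99 ± 2.57 CPM against 107 ± 14.2 CPM, a log2 fold change of −4.16 (standard error 0.43, adjusted p = 0.00227, edgeR). Map205 (FBgn0002645; 3R, 32055279 to 32068441) had 0, 2 and 5 counts against 257, 330 and 215, a log2 fold change of −5.18 (standard error 0.59, adjusted p = 0.00343, edgeR). Snrk (FBgn0033915; 2R, 14235787 to 14239703) had 3.43 ± 0.660 CPM against 19.1 ± 2.44 CPM, a log2 fold change of −2.47 (standard error 0.34, adjusted p = 0.00990, edgeR). Without control replicate 3 the log2 fold change of Cyp6g1 was −6.99, and with total counts those of Cyp6g1, Cyp6a8, Map205 and Snrk were −7.59, −5.65, −6.48 and −3.85. The fifth gene was ppk26. Snrk and ppk26 stood close to the threshold and were lost in 15 and 7 of 22 alternatives. With RLE factors 3 genes passed, and with total counts 85. Without control replicate 3 there were 24 genes, without control replicate 2 there were 20, and without Poxn replicate 2 or 3 there was 1. Without Poxn replicate 1 there were 0, and 805 genes were higher in the libraries labelled Poxn at an unadjusted p under 0.05. Cyp6a8 and Snrk were 2 of the 400 tested genes nearest to the Poxn gene on 2R, compared with 3 of the other 8440 (Fisher's exact test, two-sided, p = 0.0187), and with the nearest 200 genes the count was 1 (p = 0.108). With DESeq2 and its prior, a test chosen after the data were seen, 5 of the nearest 400 genes and 49 of the other 10002 were higher in the libraries labelled Poxn (Fisher's exact test, two-sided, p = 0.0557).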

We note the identification of 58 genes that, reciprocally, are enriched in the *Poxn* wing relative to control (Fig 1D, red dots; Fig 1E). There is evidence that in *Poxn* the chemosensory sensilla are transformed into mechanosensory sensilla [35, 42]. 

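The ppk gene (FBgn0020258; 2L, 14378218 to 14381172, reverse strand) encodes a degenerin/epithelial sodium channel subunit and had 4, 24 and 59 counts in control replicates 1 to 3 and 525, 777 and 645 in Poxn replicates 1 to 3. It stood at 3.02 ± 1.67 CPM in the libraries labelled control and 23.2 ± 3.72 CPM in those labelled Poxn (SD, n = 3 each), a log2 fold change of −2.89 (standard error 0.45, adjusted p = 0.0189, edgeR), which did not pass the criterion. It passed in 8 of 22 alternatives, with adjusted p from 2.87e-07 to 0.112 over all of them. Among the 8 were total counts (adjusted p = 0.00446, edgeR), no filter (0.00658, edgeR) and the replicate number as a block (0.00335, edgeR). DESeq2 with or without its prior and the fit without control replicate 2 (adjusted p = 0.00833, edgeR) were also among them. The related ppk26 (FBgn0035785; 3L, 7456149 to 7458608, forward strand) had 6.21 ± 2.90 CPM against 65.9 ± 16.1 CPM, a log2 fold change of −3.38 (standard error 0.46, adjusted p = 0.00954, edgeR), which passed it. The call on ppk26 was lost without control replicate 1 or any of the Poxn libraries (adjusted p up to 0.0549, in a range from 2.29e-09 to 0.0549, edgeR). The painless gene, pain (FBgn0060296; 2R, 24921505 to 24928275, reverse strand), had 22.1 ± 5.06 CPM against 59.5 ± 11.3 CPM, a log2 fold change of −1.43 (standard error 0.34, adjusted p = 0.0414, edgeR). In all 3 genes each library labelled Poxn lay above each labelled control (exact permutation test, p = 0.1 for each gene). The fold change of pain was under 4-fold, except with libraries scaled by total counts, where its log2 fold change was −2.87 and those of ppk and ppk26 were −4.21 and −4.59.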

Consistent with such a transformation, the genes enriched in the *Poxn* wing include *ppk*, *ppk26*, and the Trp channel gene *painless*, all of which have been implicated in mechanoreception [43–45]. An interesting corollary of these findings is that some of the remaining 55 genes in this set could play previously unknown roles in mechanoreception.

### *IR52a* is expressed in the wing

Among the genes expressed at higher levels in the control wing than the *Poxn* wing was *IR52a* (Fig 2A). 

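IR52a (FBgn0034023; 2R, 15499632 to 15501431, forward strand) is annotated with a single transcript of 1800 nt that covers the whole gene. It had 1, 32 and 34 counts in control replicates 1 to 3 and 2, 0 and 0 in Poxn replicates 1 to 3. Its mean was 2.76 ± 2.99 CPM in the libraries labelled control (SD, n = 3) and 0.0240 ± 0.0416 CPM in those labelled Poxn. The counts of the Poxn libraries all lay under the limit that a count of 0 allows, and IR52a was at least 25.6-fold higher in the libraries labelled control. This bound fell to 10.1-fold without control replicate 2 and was 9.56-fold with libraries scaled by total counts. With TMM factors each library labelled control lay above each labelled Poxn (exact permutation test, p = 0.1), although in control replicate 1 the gene was within the limit that a count of 0 allows. With total counts, control replicate 1 lay below Poxn replicate 1, so the libraries overlapped (exact permutation test, p = 0.2). These counts were too low for the filter, so IR52a was not among the genes tested by edgeR. With no filter its log2 fold change depends on the prior count, and its adjusted p was 0.0206 (edgeR), in a range from 1.84e-05 with DESeq2 and its prior to 0.158 without Poxn replicate 2 (edgeR). In the authors' deposited table its log2 fold change is 4.98, with an adjusted p of 1.92e-05 (DESeq2).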

We confirmed the expression of *IR52a* in the wild-type wing through three additional means. First, reverse transcriptase PCR (RT-PCR) experiments detected *IR52a* in the wings of both males and females (Fig 2G and 2H). Second, quantitative PCR (qPCR) analysis with two primer pairs revealed *IR52a* expression in both male and female wings, with levels in males somewhat higher (S2 Fig; ratio = 1.3; *P* = 0.001, two-way ANOVA). Third, we confirmed and extended a previous finding that an *IR52a-GAL4* construct is expressed in cells of the anterior wing margin (Fig 2B), with similar patterns in males and females (S4A and S4B Fig) [15]. More detailed analysis revealed that *IR52a-GAL4* labels neurons that send dendrites into the chemosensory sensilla (Fig 2C). *IR52a* neurons send axons to the thoracic ganglia, where projections are visible in the wing neuropil; projections are also visible from sensilla on each of the three legs (S4C and S4D Fig)[15]. The wing neuropils of male and female appear similar, with no obvious commissure.

**Fig 2:**
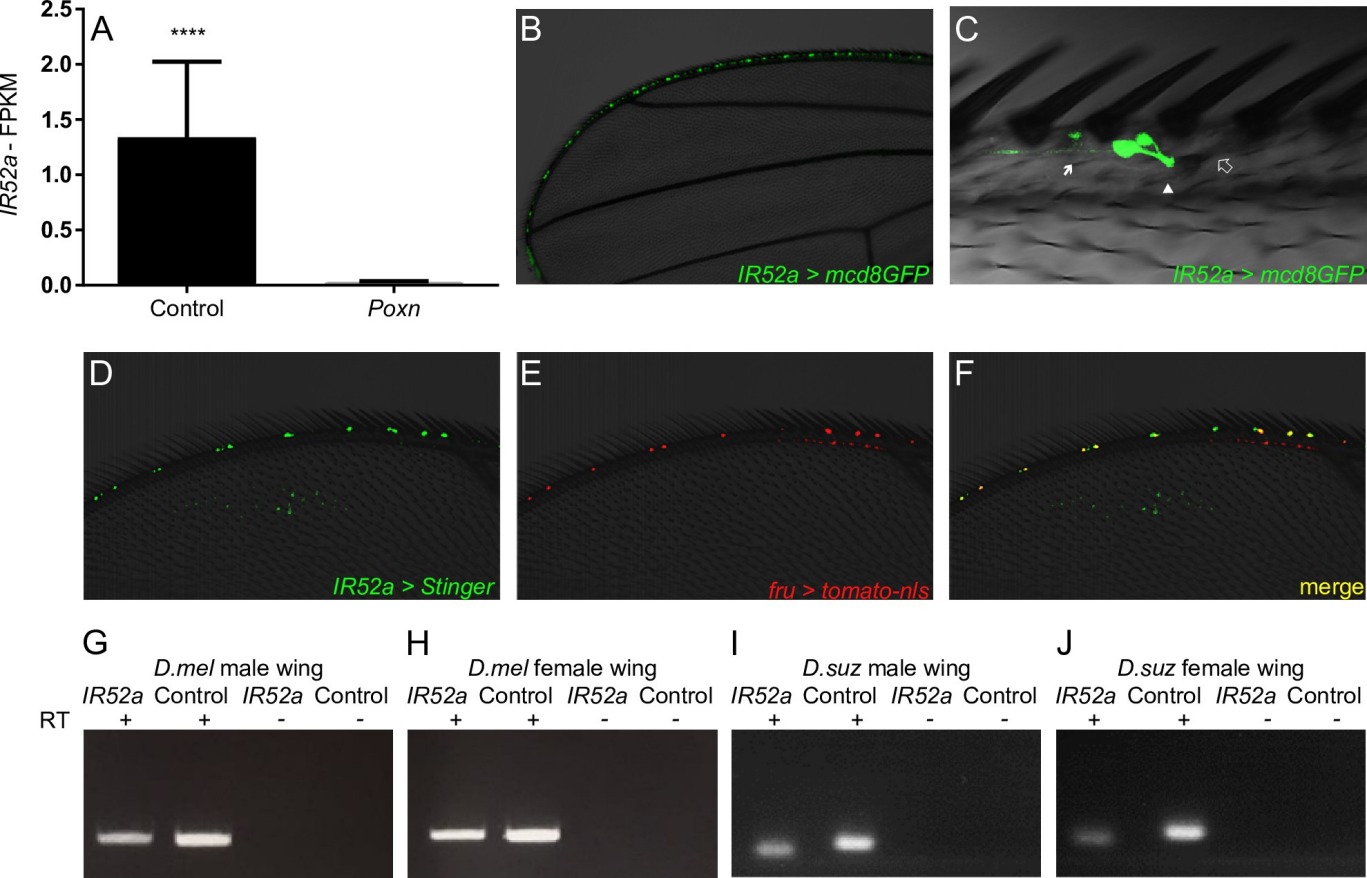
*IR52a* is expressed in *fru*^*+*^ neurons of taste sensilla in the wing. (A) FPKM of *IR52a* in control and *Poxn*. Error bars indicate SEM. ****P < 0.0001. (B) *IR52a-GAL4; UAS-mCD8-GFP*, showing expression in wing sensilla. mCD8-GFP is targeted to membranes. (C) *IR52a-GAL4* labels neurons whose dendrites (arrowhead) project into the base of a chemosensory sensillum (empty double arrow) on the wing. Arrow, axons. Two neurons innervate the indicated sensillum; some sensilla are innervated by a single labeled neuron. (D–F) Male wing labeled in green by *IR52a-GAL4*/*UAS-Stinger* (a nuclear GFP), and in red by *fru-LexA*/*LexAop-tomato-nls*. (G–J) RT-PCR of *IR52a* and *eIF1α*, used as a positive control, in wings of *D*. *melanogaster* males (G) and females (H), and in wings of *D*. *suzukii* males (I) and females (J). FPKM, fragments per kilobase of transcript per million mapped reads; IR, ionotropic receptor; RT-PCR, reverse transcriptase PCR.

As a first step in investigating the functional significance of *IR52a* expression in the wing, we asked whether it is evolutionarily conserved. We carried out RT-PCR using RNA from the wing of *Drosophila suzukii* and found expression in wings of both males and females (Fig 2I and 2J). These results suggest that *IR52a* has been expressed in *Drosophila* wings for more than 25 million years.

The Fruitless (Fru) transcription factor specifies much of the circuitry that drives male sexual behavior [46–48]. Most of the wing neurons that express *IR52a-GAL4* were also observed to express *fru* (Fig 2D–2F, S5 Fig). This coexpression suggests the intriguing possibility that chemosensory sensilla in the wing play a role in sexual behavior.

### The wing receives hydrophobic compounds from another fly

Could large hydrophobic fly pheromones of limited volatility be transferred from one fly to the wing margin of another fly? To test this possibility, we used a large hydrophobic fluorescent compound that can be easily visualized: Nile Red (molecular weight (mw) 318 Da; for comparison, the pheromone 7-tricosene has an mw of 323 Da). We placed this dye on filter paper at the bottom of a chamber and placed flies in the chamber for 30 min, during which time they became labeled (Fig 3A and S6 Fig). We then placed labeled flies in a clean chamber with an unlabeled fly and asked whether any of the fluorescently labeled compound was transferred to the wing of the unlabeled fly (Fig 3A).

**Fig 3:**
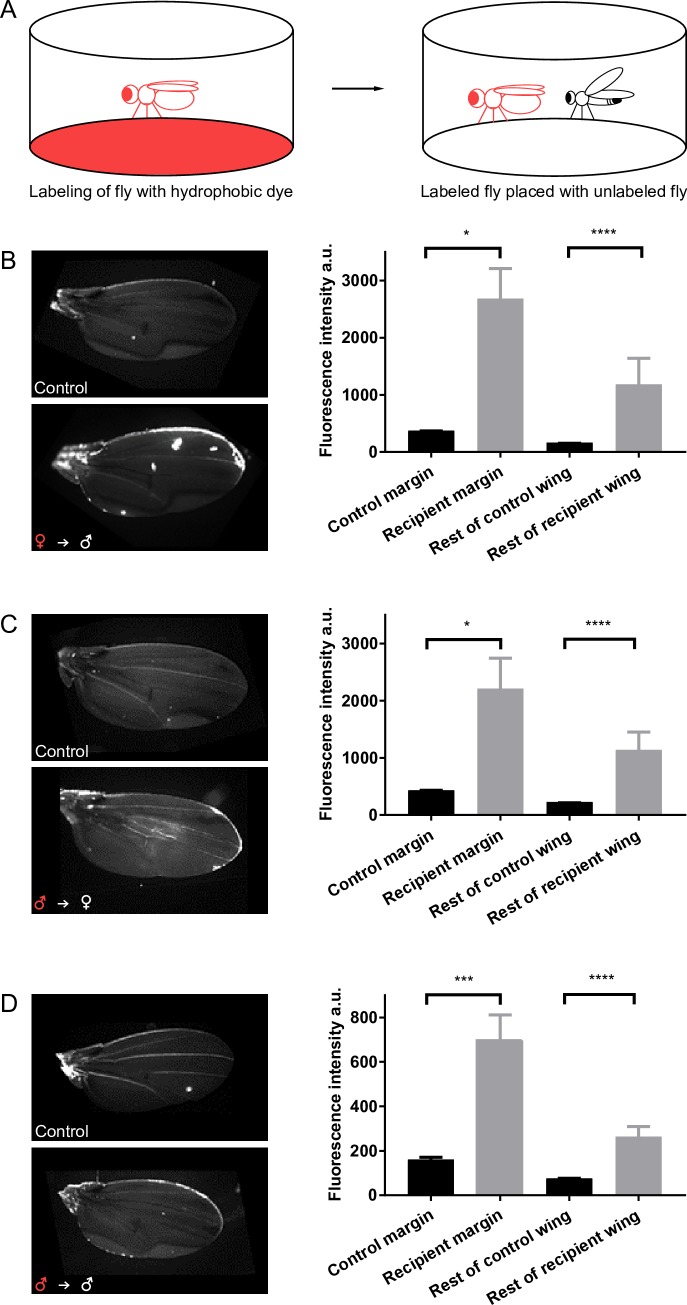
The wing receives compounds from another fly. (A) Diagram of dye transfer experiments. For simplicity, a single labeled fly is shown; in the experiments, five flies were labeled together, and five flies were placed with a single unlabeled fly. (B–D) Left: wings from a control fly and from a fly that has been in a chamber with a labeled fly. Right: fluorescence intensity in control and recipient flies. (B) Unlabeled males after being placed with labeled females, *n* = 17. (C) Unlabeled females after being placed with labeled males, *n* = 20. (D) Unlabeled males after being placed with labeled males. The y-axis in this panel is on a different scale from the other panels, *n* = 14–16. *P < 0.05; ***P < 0.001; ****P < 0.0001, Kruskal–Wallis test, Dunn's multiple comparisons test. Underlying data for this figure can be found in S1 Data.

Initially, we labeled females and placed them in a chamber with unlabeled males. After 30 min, the male wing became labeled (Fig 3B). The anterior margin of the recipient males had a mean fluorescence intensity that was greater than that of control males that were placed in a chamber without labeled females. While it is difficult to quantitate the degree of labeling precisely, it is clear that the level of fluorescence in recipient males exceeded the level of autofluorescence in control males. Labeling of the recipient wing was not restricted to the anterior wing margin: we observed variable labeling, often in patches, on the rest of the wing, including the wing veins. When we measured the average fluorescence intensity of the rest of the wing, it was again greater following exposure to labeled females (Fig 3B).

We then modified the experiment by labeling males with the dye and placing them with an unlabeled female. We found that the dye was transferred from males to the wing margin of the female (Fig 3C). Finally, we placed labeled males in a chamber with an unlabeled male and found transfer to the wing margin of the recipient male (Fig 3D).

The simplest interpretation of these results is that large hydrophobic compounds of limited volatility can be transferred from one fly to the anterior wing margin of another fly, where chemosensory sensilla reside.

### *IR52a* males are defective in sexual behavior

Based on its expression pattern, its coexpression with *fru*, and its predicted 44% amino acid sequence identity to both *IR52c* and *IR52d*, with which it is clustered in the genome (S7A Fig), we wondered if *IR52a* was required for normal sexual behavior. We used CRISPR/Cas9 technology to generate a deletion lacking most of the *IR52a* coding sequence. The deletion removes two of the three predicted transmembrane domains and the predicted ligand binding domains but does not extend beyond the *IR52a* coding region (S7B Fig). We backcrossed deletion lines for five generations against our control line to minimize the possibility of genetic background effects.

In *D*. *melanogaster*, a complex courtship ritual precedes copulation. One element of this ritual is the extension of a male wing to produce a courtship song via wing vibration [49–52]. To quantitate courtship behaviors, we used an updated version of FlyVoyeur, which allows automated tracking of flies and classification of their behavior during courtship [15].

When *IR52a* mutant males were paired with virgin females in a chamber, they showed a delay in achieving successful copulation (Fig 4A). This phenotype was observed with each of three independent alleles. Specifically, by the time 50% of control males had begun to copulate, only approximately 20% of mutant males had initiated copulation. Moreover, at the end of the observation period, only half as many mutant males as wild-type males had copulated.

**Fig 4:**
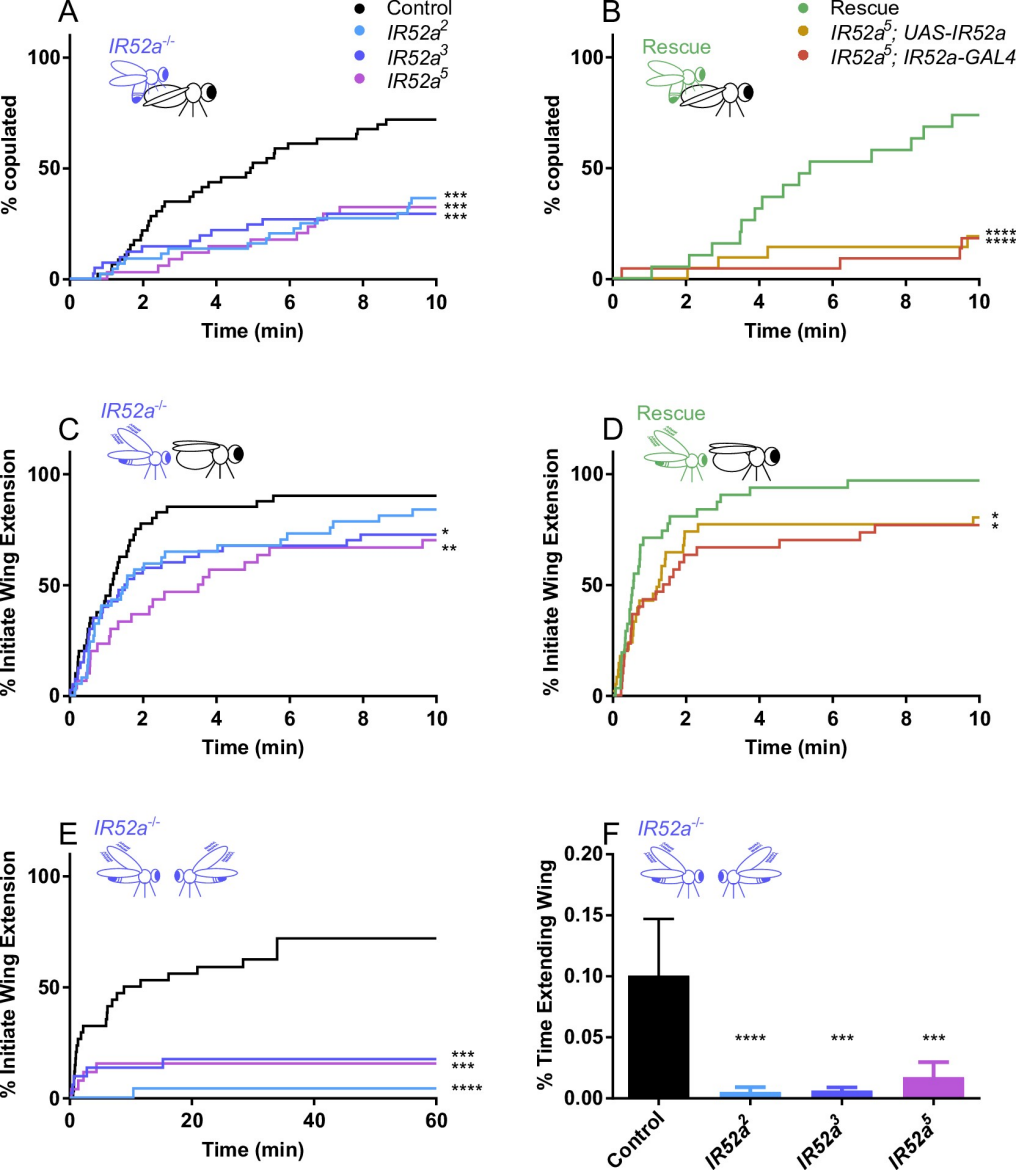
*IR52a* males are defective in sexual behavior. (A) *IR52a* males show delayed and reduced copulation with *Canton-S w*^*1118*^ females. ***P < 0.001 compared to control *w*^*1118*^ males (log-rank test). *n* = 34–46 for each genotype. (B) Rescue of *IR52a* mutant male phenotype. The rescue construct was a *UAS-IR52a* cDNA that had been backcrossed to the *w*^*1118*^ background five times, as had the *IR52a-GAL4* construct. The genotype of the rescued flies is *IR52a*^*5*^; *UAS-IR52a/ IR52a-GAL4*, *n* = 30–32. (C) *IR52a* mutant males showed delayed courtship initiation, *n* = 34–46. For *IR52a*^*2*^, *P* = 0.08. (D) Rescue of *IR52a* mutant male phenotype. Genotypes are the same as in panel B, *n =* 30–32. (E) *IR52a* mutant males showed reduced courtship initiation toward other males, *n* = 26–32. The *IR52a*^*3*^ values are nudged +2% on the y-axis to avoid overlapping with the *IR52a*^*5*^ values. (F) *IR52a* males showed reduced courtship toward other *IR52a* males. Mean +/− SEM, *n* = 26–32. ***P < 0.001; ****P < 0.0001 compared to control, Kruskal–Wallis test, Dunn's multiple comparisons test. In (A–E), *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, log-rank test. Underlying data for this figure can be found in S1 Data. IR, ionotropic receptor.

To determine whether this phenotype in fact arose from the lack of *IR52a*, we performed a rescue experiment (Fig 4B). We found that mutant males expressing an *IR52a* rescue construct with an *IR52a-GAL4* driver initiated copulation much faster than control males.

We also measured the time until the first male wing extension event and plotted the percentage of males that had shown such an initial event as a function of time. Two of the three alleles showed a significant delay (Fig 4C, *P* < 0.05); the third allele showed a delay that was not significant (Fig 4C, *P* = 0.08). We attempted to rescue the phenotype of one allele, *IR52a*^*5*^, and found that expression of the *IR52a* transgene did in fact accelerate wing extension relative to either control (Fig 4D, *P* < 0.05).

Finally, we asked whether *IR52a* affects male–male courtship behavior. Males show much less wing extension toward other males than toward virgin females, but extensions can be observed and quantitated in two ways. First, we measured the time to the first wing extension and found that wing extension was severely reduced in *IR52a* males relative to control males; in fact, only a small fraction of mutant males had shown a wing extension event by the end of a 60 minute observation period (Fig 4E). Second, we measured the fraction of the entire observation period during which males were engaged in wing extension. Pairs of *IR52a* mutant males extended their wings for a much shorter aggregate time than pairs of control males (Fig 4F).

To test whether the defects in sexual behavior might be due to general defects in mobility or health, we carried out tests of motor function and found no abnormalities in *IR52a* males or females (S8 Fig).

### Optogenetic silencing of *IR52a* neurons inhibits sexual behavior in males

To explore the role of *IR52a* in more detail, we used optogenetics to silence the neurons in which it is expressed. We used *IR52a-GAL4* to drive expression of the anion channelrhodopsin GtACR1 [53] and then tested behavior of male flies that were or were not fed the chromophore all-trans-retinal (ATR).

When exposed to continuous red light during the testing period, *IR52a-GAL4; UAS-GtACR* males that had been fed ATR showed a major reduction in copulation success compared to control males (Fig 5A). There was also a decrease in the initiation of wing extension (Fig 5B). The results of this optogenetic experiment indicate that the role of *IR52a* is physiological, as opposed to developmental.

**Fig 5:**
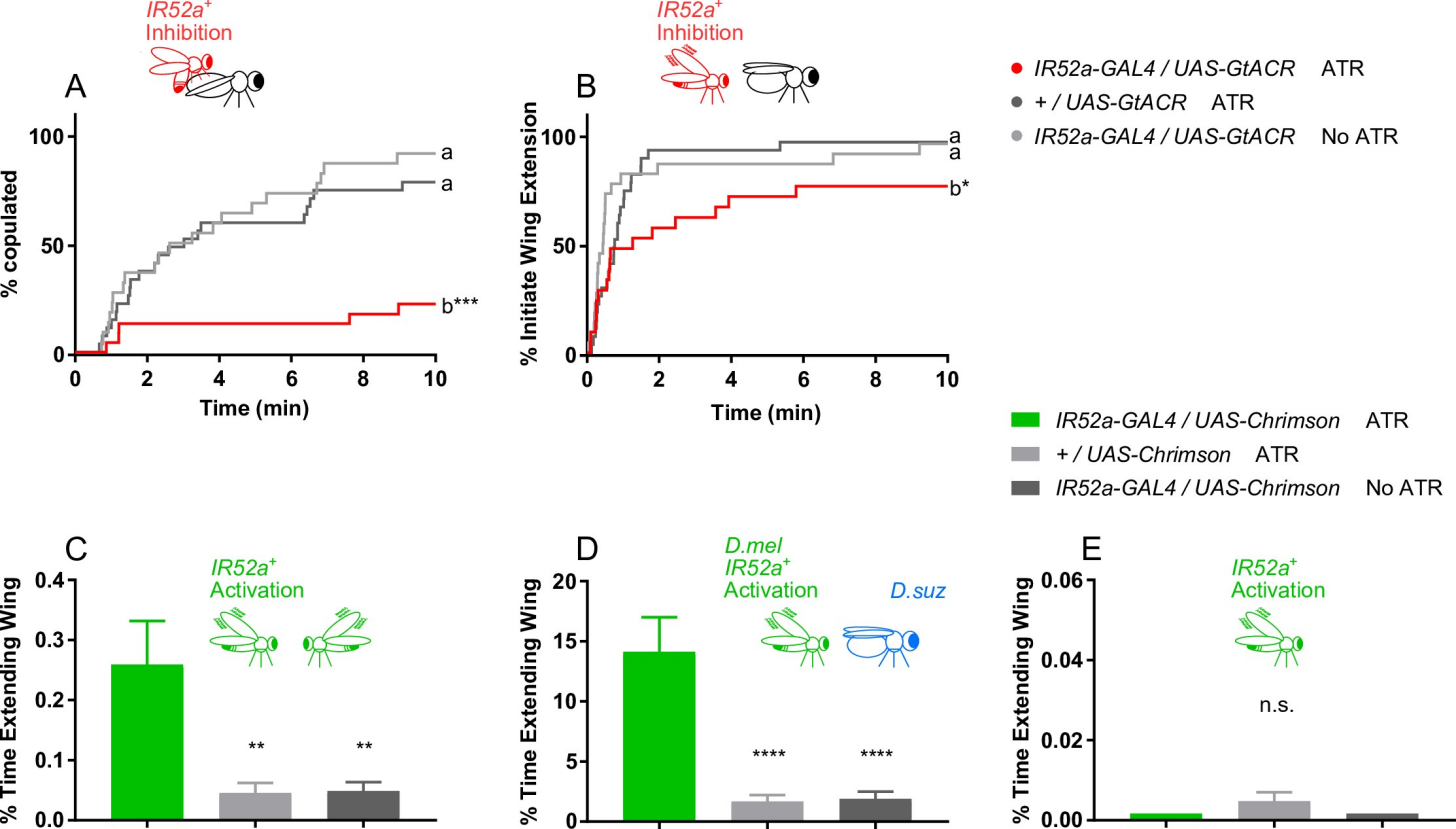
Silencing or activating IR52a^+^ neurons in males affects sexual behavior. (A) Inactivation of IR52a^+^ neurons in males reduces copulation. ***P < 0.001 compared to control, log-rank test, *n* = 23–27 for each genotype. (B) Inactivation of IR52a^+^ neurons reduces courtship initiation. *P < 0.05 compared to control, log-rank test, *n* = 23–27. (C) Activation of IR52a^+^ neurons promotes male–male courtship behaviors. **P < 0.01, ANOVA, Holm-Sidak’s multiple comparisons test, *n* = 22–28. (D) Activation of IR52a^+^ neurons promotes *D*. *melanogaster* male courtship behaviors toward *D*. *suzukii* females. ****P < 0.0001, ANOVA, Holm-Sidak’s multiple comparisons test, *n* = 20–21. (E) Activating IR52a^+^ neurons in solitary males did not induce wing extension. All data points were 0 in the first and third columns. ANOVA, one-sample *t* test against 0 for the second column; unavailable for the first and third column, *n* = 22–24 for all genotypes. Underlying data for this figure can be found in S1 Data. IR, ionotropic receptor; ns, not significant.

### Activation of *IR52a* neurons drives sexual behavior beyond the species barrier

The optogenetic inhibition studies indicate that the IR52a^+^ neurons are required for male courtship. To determine whether IR52a^+^ neurons drive a circuit that promotes courtship behavior, we carried out optogenetic activation studies with the excitatory channelrhodopsin Chrimson under red light.

As a sensitive assay, we tested the effects of activating IR52a^+^ neurons in circumstances in which control activity levels are low. We first paired males with other males. Whereas levels of wing extension between control males are low, levels of wing extension between *IR52a-GAL4; UAS-Chrimson* males fed ATR are dramatically higher (Fig 5C).

We then paired males with females of a distantly related species, *D*. *suzukii*. Control *D*. *melanogaster* males showed little wing extension toward *D*. *suzukii* females. Remarkably, when IR52a^+^ neurons are activated, the fraction of time spent in wing extension was an order of magnitude higher, approaching 15% (Fig 5D).

Finally, we asked whether activation of IR52a^+^ neurons would generate wing extension behavior in the absence of a target fly and found that it did not (Fig 5E). These results are consistent with the expectation that a male requires additional cues in order for input from IR52a^+^ neurons to activate sexual behavior.

### *IR52a* is required for sexual behavior in females

*IR52a* is expressed in both males and females (S3 Fig and S4 Fig) [15]. We wondered whether *IR52a* also played a role in female sexual behavior. To test this possibility, we paired *IR52a* females with *IR52a*^*+*^ males and measured copulation latency.

*IR52a* females showed a prolongation of the time to copulation, and by the end of the test period, the number of copulating *IR52a* females was much lower than the control value (Fig 6A). The same female phenotype was observed for all three alleles of *IR52a*.

**Fig 6:**
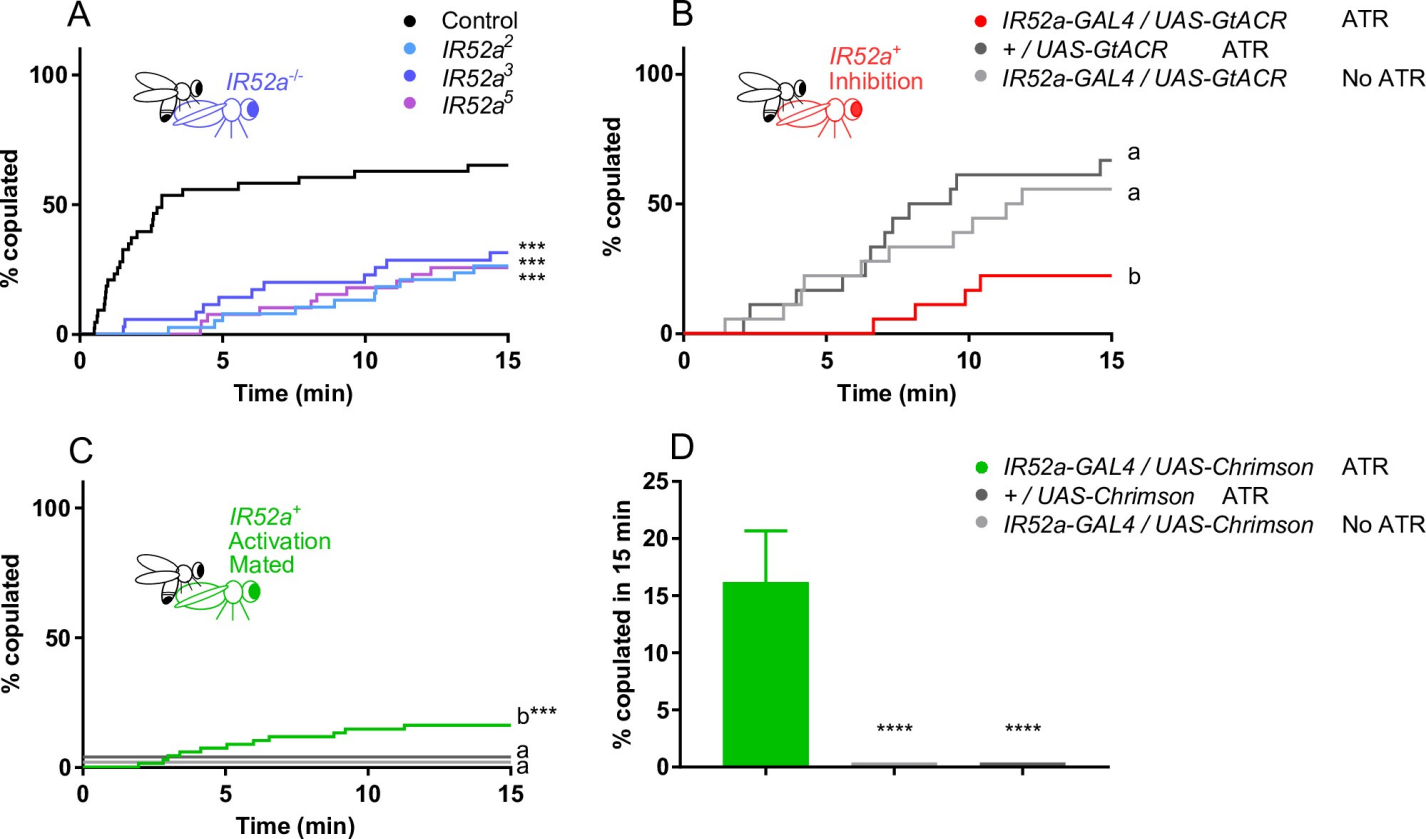
*IR52a* females showed reduced copulation. (A) *IR52a* females show reduced copulation. ***P < 0.001 compared to control *w*^*1118*^ females, log-rank test, *n* = 35–43. (B) Inactivation of IR52a^+^ neurons reduces female copulation. p<0.01 for b versus *+/UAS-GtACR* ATR; *P* < 0.05 for b versus *IR52a-GAL4/UAS-GtACR* no ATR, log-rank test, *n* = 18. (C) Activation of IR52a^+^ neurons promotes mated *D*. *melanogaster* female copulation. *P < 0.05, log-rank test, *n* = 32. The *+/UAS-Chrimson* ATR values are nudged +4% and the *IR52a-GAL4/UAS-Chrimson* No ATR values are nudged +2% on the y-axis to avoid overlapping with the x-axis. (D) Activation of IR52a^+^ neurons promotes mated *D*. *melanogaster* female copulation. The graph shows copulation at 15 min; data taken from panel (C). ****P < 0.0001, Kruskal–Wallis test, Dunn's multiple comparisons test. Underlying data for this figure can be found in S1 Data. ATR, all-trans-retinal; IR, ionotropic receptor.

We asked whether *IR52a* females elicited less wing extension from males than did control females. Male wing extension to these mutant females was not reduced (S9 Fig). One simple interpretation of these results is that in wild-type females, IR52a detects a pheromonal signal from males that makes the females more receptive to the males.

To our knowledge, there are few other receptor genes besides *IR52a* that are required for both male and female sexual behavior in *Drosophila* [27].

### Optogenetic manipulation of IR52a^+^ neurons in females affects sexual behavior

We tested the effects of inactivating IR52a^+^ neurons in females. When IR52a^+^ neurons were inactivated by *GtACR*, copulation was reduced (Fig 6B). The magnitude of the reduction was comparable to that observed following deletion of the *IR52a* gene (Fig 6A).

Finally, we tested the effects of activating IR52a^+^ neurons in mated females. Mated females normally show much less copulation than virgin females due in part to factors that are transmitted from the male to the female during copulation and that reduce her receptivity [54, 55]. This mating suppression provides a sensitive assay for factors that increase female receptivity. An increase in copulation was in fact observed in mated *IR52a-GAL4; UAS-Chrimson* females that had been fed ATR and illuminated with red light compared to control females: 19% of the activated females copulated versus 0% in both controls (Fig 6C).

Taken together, these activation and inactivation experiments suggest that in females, IR52a^+^ neurons receive a male signal that acts to promote female receptivity. A simple interpretation of our experiment with mated females is that optogenetic activation of IR52a^+^ in these females was sufficient to partially override the mating suppression.

### Trans-synaptic mapping of second-order neurons

We used a newly developed method for circuit mapping, *trans-*Tango, to identify postsynaptic partners of IR52a^+^ neurons [56]. Briefly, the system uses a synthetic signaling pathway that is introduced into the fly. We used *IR52a-GAL4* to drive expression of myrGFP and one component of the pathway, a membrane-bound ligand, in IR52a^+^ neurons. This membrane-bound ligand is designed to bind to a receptor in postsynaptic partners and cause them to express mtdTomato. All neurons of the fly contain the receptor, but in principle, only neurons postsynaptic to the IR52a^+^ neurons are induced by the membrane-bound ligand to express mtdTomato. In this manner, IR52a^+^ neurons are labeled with GFP, and candidate second-order neurons are labeled with mtdTomato.

As expected, when we examined the central nervous system (CNS) of flies expressing *IR52a-GAL4* and the components of the *trans*-Tango system, we observed GFP-labeled axons in the ganglia of the ventral nerve cord (VNC), which receives input from the wing and legs (green in Fig 7A–7C). We observed mtdTomato signal in both the VNC and in the brain. Labeling in the brain is sparse but robust, with axon terminals arborizing in the subesophageal zone (SEZ) and also in the ventrolateral protocerebrum (VLP) and superior lateral protocerebrum (SLP). Interestingly, the mtdTomato labeling in the SEZ is sexually dimorphic, as illustrated by the presence of neurites that are labeled in males (note the five examples indicated by arrows in Fig 7B and 7D) but that are absent or show very little labeling in females (Fig 7C and 7E).

**Fig 7:**
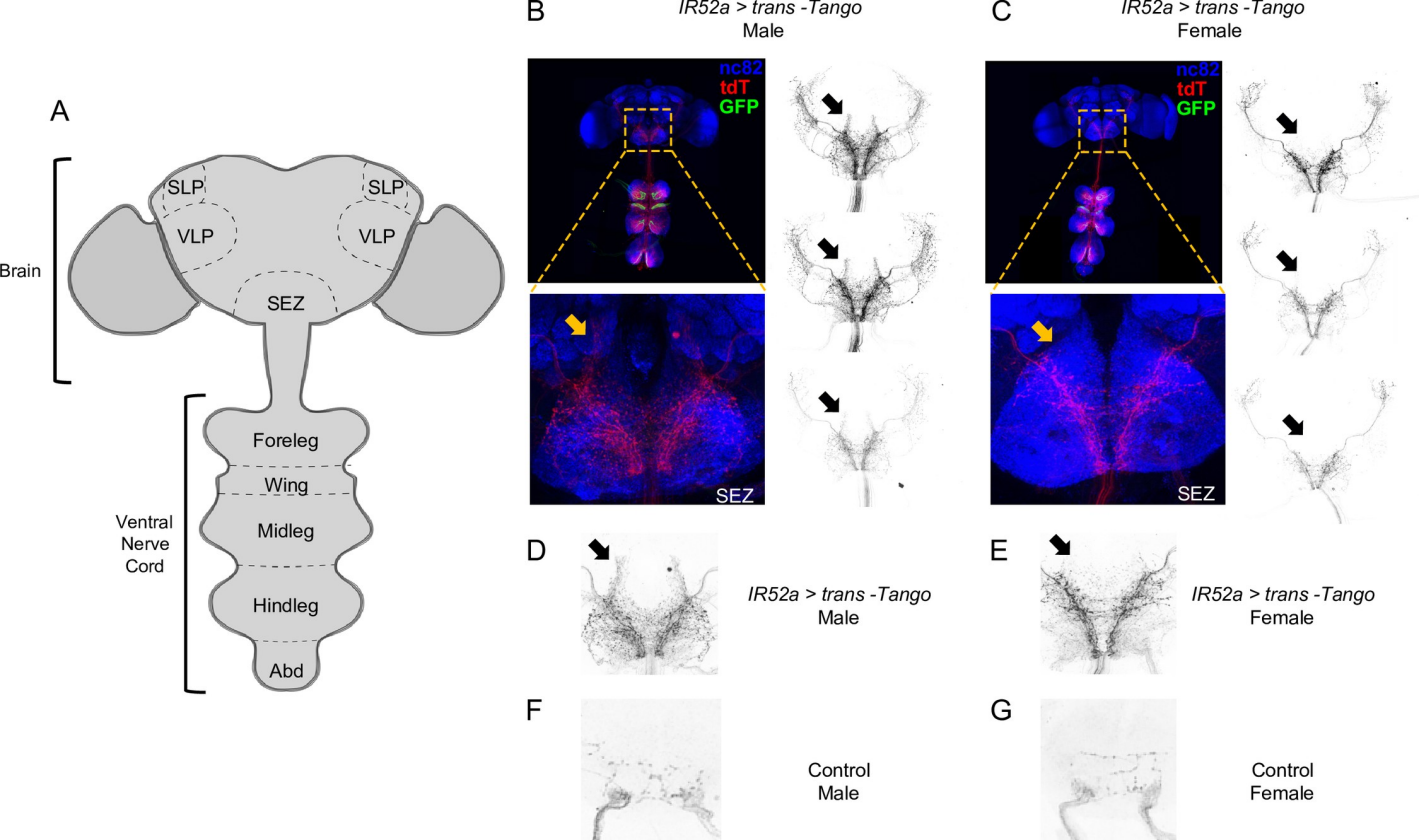
*IR52a*^*+*^ neurons synapse with sexually dimorphic second-order neurons. (A) The *Drosophila* CNS. (B) Expression pattern of *IR52a* > *trans*-Tango in male flies. Green, *IR52a*^*+*^ sensory neurons; red, candidate second-order neurons labeled with mtdTomato (tdT); blue, neuropil (nc82 labeled with an anti-Bruchpilot antibody). Orange and black arrows indicate sexually dimorphic neurites in colored and black-and-white images from different flies. (C) Expression of *IR52a* > *trans-*Tango in female flies. Note the lack of neurites in the areas indicated by the arrows. (D) Higher magnification of the SEZ, showing labeling of the candidate second-order neurons in male flies. The arrow indicates a sexually dimorphic region. (E) Labeling of the candidate second-order neurons in the SEZ in female flies. (F) Control male flies with *trans-*Tango components but without the *IR52a-GAL4* driver. (G) Control female flies. CNS, central nervous system; GAL4; IR, ionotropic receptor; SEZ, subesophageal zone; SLP, superior lateral protocerebrum; VLP, ventrolateral protocerebrum.

To confirm the functional connectivity between IR52a^+^ neurons and the second-order neurons revealed by *trans*-Tango, we expressed the red-shifted channelrhodopsin ReaChR in IR52a^+^ neurons and GCaMP3 instead of mtdTomato in the candidate second-order neurons, as driven by the *trans*-Tango system. When red light was delivered toward intact males raised on food supplemented with the chromophore ATR, a robust Ca^2+^ signal was observed in the SEZ (Fig 8A–8C). No signal was observed when flies were raised in the absence of ATR (Fig 8D).

**Fig 8:**
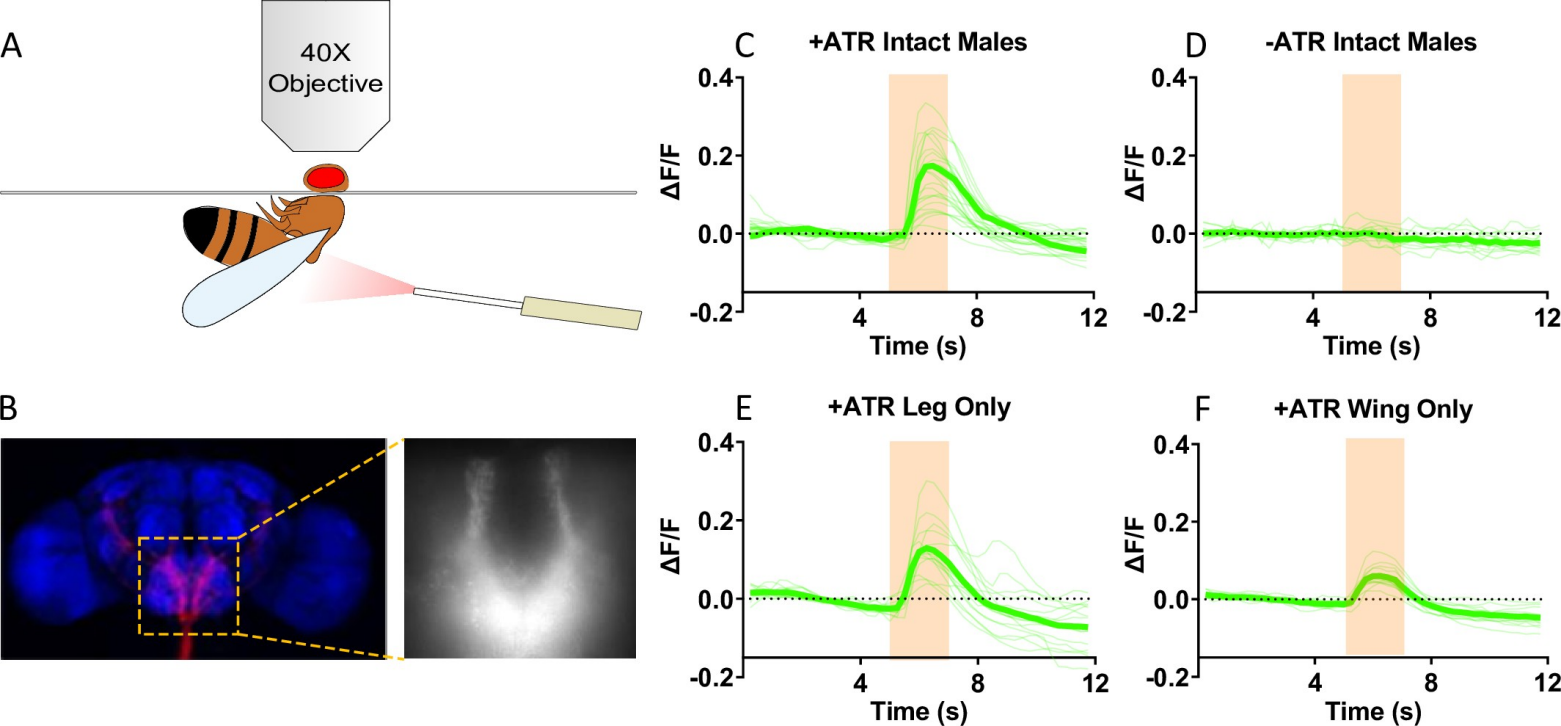
Leg and wing *IR52a*^*+*^ neurons form functional connections with neurons in the SEZ. (A) The calcium imaging setup. The optic fiber is placed 0.5 cm away from the side of the thorax of a male fly. The proboscis and head cuticle were removed to expose the SEZ. The stimulation wavelength is 617 nm. (B) Example images of the region in the SEZ. (C) ReaChR-mediated optogenetic activation of *IR52a*^*+*^ neurons triggers a Ca^2+^ increase in the SEZ, visualized by GCaMP3 imaging in flies fed on ATR food, *n* = 24. Orange shading indicates the stimulation period. Individual trials were plotted with thin green lines, and the average signal was plotted with a thick green line. (D) No calcium signal was observed in the SEZ in flies fed on regular cornmeal without ATR, *n* = 14. (E) ReaChR-mediated optogenetic activation of leg *IR52a*^*+*^ neurons triggers a Ca^2+^ increase in the SEZ. Wings were removed bilaterally 3 days prior to illumination and imaging, *n* = 14. (F) Activation of wing IR52a^+^ neurons triggers a Ca^2+^ signal in the SEZ. The tarsal segments and tibia of all six legs were removed 3 days prior to illumination and imaging, *n* = 13. Underlying data for this figure can be found in S1 Data. ATR, all-trans-retinal; IR, ionotropic receptor; ReaChR; SEZ, subesophageal zone.

To test whether these synapses are formed with axons from the legs, wing, or both, we carried out ablation experiments. We ablated the tarsal segments and tibia of all six legs or, in a parallel experiment, both wings. We found that 3 days is sufficient for the axons of IR52a^+^ neurons to degenerate (S10 Fig). After degeneration, we delivered red light toward the flies. We detected Ca^2+^ signal in the SEZ of flies that had legs but not wings (Fig 8E) and in flies that had wings but not legs (Fig 8F). These results support the notion that both leg and wing axons transmit chemosensory information from IR52a receptors to the SEZ.

Finally, we attempted to confirm these results via ablation experiments in flies engineered to allow *trans*-Tango labeling. We ablated the tarsi and tibia of the legs on one side of a fly, allowed the axons to degenerate, and examined the flies 2 weeks later. As expected, GFP labeling disappeared from the leg neuropils on the ipsilateral side of the VNC (S11 Fig; see Fig 7A for map). In the brain, the level of mtdTomato in the ipsilateral side relative to the contralateral side declined, such that ipsilateral labeling was only approximately 85% that of contralateral labeling (S11A–S11C Fig).When both the wing and legs were ablated on the ipsilateral side, there was a larger decline in GFP labeling on the ipsilateral side (*P* = 0.001, *t* test), indicating that much of the labeling on the ipsilateral side was due to projections from wing axons. We also observed a decline when labeling was quantitated only in the SEZ (S11D Fig), providing further evidence that IR52a^+^ wing axons have postsynaptic partners in the SEZ. Moreover, the SEZ labeling was qualitatively similar on the two sides following each kind of ablation, supporting the notion that there is a good deal of similarity between the SEZ projections from the wing and legs.

## Discussion

We have carried out a molecular analysis of a greatly understudied taste organ of the fly. Through a differential RNA-seq screen, we identified genes expressed in chemosensory sensilla of this organ. One of these genes, *IR52a*, is required for both male and female mating behavior. Optogenetic analysis of IR52a^+^ neurons has provided new insight into the molecular logic of sexual behavior.

### Chemosensory sensilla of the wing: A molecular profile

After confirming that the curved sensilla on the wing margin contain pores, we examined their molecular organization by transcriptional profiling. 

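In the authors' deposited table, 650 genes pass the criterion with higher levels in the libraries labelled control and 58 with higher levels in those labelled Poxn, and the same genes are listed in S1 Table. Of the 650 genes, 557 had enough counts to be tested with edgeR, and 50 of these were among the 54 genes called here. Of the 58 genes all were tested, and 5 were called. In 606 of the 650 genes the 3 libraries labelled control lay above the 3 labelled Poxn with TMM factors, and in 285 with total counts. Normalized with TMM factors, 409 of the 650 genes had their highest level in control replicate 1, 208 in control replicate 2 and 33 in control replicate 3. The median length of the longest transcript was 877 nt for the 650 genes, 2279 nt for the 58 genes and 2053 nt for all tested genes. It was 899 nt for the 54 genes called here.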

We identified 650 genes expressed at higher levels in wings that contain chemosensory sensilla than in wings that do not. This differential screening identified a roster of chemosensory genes that are likely to form the molecular underpinnings of chemoreception in the wing.

As a byproduct, the analysis also identified a number of other interesting genes—including *IRs*, *Grs*, *ppks*, and *Obps*—that are also expressed in the wing but likely in other kinds of sensilla or cells. Some of these genes may provide a focus for the study of other wing functions, such as mechanosensation.

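Members of these families without a difference at the criterion in the main test, chosen after their values were seen, included an IR, an Obp and a pair of ppk genes. Levels are given as FPKM, computed here as counts per 1000000 total counts on genes and per kilobase of the longest transcript. IR56b (FBgn0034456; 2R, 19508167 to 19509653) had 1.06 ± 1.62 FPKM in the libraries labelled control and 5.58 ± 1.11 FPKM in those labelled Poxn (SD, n = 3 each), and its log2 fold change of −1.43 did not pass the criterion (standard error 0.78, adjusted p = 0.245, edgeR). ppk3 (FBgn0050181) had 40.7 ± 24.8 FPKM against 25.8 ± 7.26 FPKM (log2 fold change 2.38, standard error 0.55, adjusted p = 0.0395, edgeR). The call on ppk3 depended on the test. It passed when adjusted over the list of family members alone (adjusted p = 0.00572, edgeR) and with DESeq2 and its prior. It is also listed in S1 Table as higher in control wings. ppk22 (FBgn0051105) had 1.20 ± 1.14 FPKM against 6.87 ± 4.33 FPKM (log2 fold change −1.27, standard error 0.65, adjusted p = 0.213, edgeR). Obp57a (FBgn0043535) was abundant under both labels, at 4632 ± 3877 and 3515 ± 816 FPKM (log2 fold change 2.85, standard error 1.22, adjusted p = 0.149, edgeR). The log2 fold changes use TMM factors, which raise the control libraries relative to the total counts behind these FPKM values.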

We note that many of the wing genes identified in our analysis, including both genes that are and are not enriched in chemosensory sensilla, were also recently identified in a different kind of RNA-seq comparison: between the entire wing of *Drosophila* and the wing and gut of a distantly related aphid, *Acrytosiphon pisum* [57]. In addition to a number of *Obp*, *Che*, and *ppk* genes, *IR52a* was among 12,188 genes found by that study to be expressed in the *Drosophila* wing, in agreement with our findings.

It is striking that no *Gr* genes were identified by our differential screen as candidate wing chemosensory receptors. 

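The 5 tested Gr genes, chosen after their values were seen, differed in their level and direction. Gr28b (FBgn0045495; 2L, 7454826 to 7462247) had 2, 4 and 20 counts in control replicates 1 to 3 and 99, 114 and 109 in Poxn replicates 1 to 3, a log2 fold change of −2.10 (standard error 0.44, adjusted p = 0.0333, edgeR). Gr43a (FBgn0041243; 2R, 7390869 to 7393161) had 3, 99 and 38 counts against 43, 44 and 39, and its log2 fold change of 2.27 had a standard error of 0.93 (adjusted p = 0.136, edgeR). In control replicates 1 to 3 Gr43a stood at 0.943, 18.9 and 2.08 CPM, against 1.50 ± 0.0437 CPM in the libraries labelled Poxn. Its change therefore rested largely on control replicate 2. Gr32a (FBgn0041246; 2L, 11114014 to 11115823) had 4, 28 and 19 counts against 17, 17 and 24 (log2 fold change 1.82, standard error 0.69, adjusted p = 0.111, edgeR). Gr32a was also highest in control replicate 2, with 1.26, 5.33 and 1.04 CPM against 0.699 ± 0.192 CPM. Gr66a had 0, 2 and 10 counts against 15, 48 and 24, and Gr61a had 0, 2 and 13 against 11, 18 and 27. Their log2 fold changes were −1.33 (adjusted p = 0.242, edgeR) and −0.47 (adjusted p = 0.687, edgeR). No alternative, DESeq2 included, gave a Gr gene that passed the criterion in the libraries labelled control.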

A priori, one might have expected taste sensilla of the wing to express a variety of receptors of this ancient family. However, the dearth of *Gr* expression is consistent with a previous finding: few, if any, of 67 *Gr-GAL4* drivers, representing the entire repertoire of Gr taste receptors, labeled axons projecting to the wing neuropil of the VNC [58].

By contrast, we found a variety of *IR* and *ppk* transcripts to be enriched in the chemosensory sensilla. IR25a and IR76b, the two most abundantly expressed IRs identified, have been shown to act as coreceptors for other IRs in other contexts [13]. 

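IR25a (FBgn0031634; 2L, 4830846 to 4835300, reverse strand) had 9, 114 and 212 counts in control replicates 1 to 3 and 30, 49 and 38 in Poxn replicates 1 to 3. IR76b (FBgn0036937; 3L, 20108484 to 20111534, reverse strand) had 12, 71 and 197 counts against 54, 48 and 41. In the libraries labelled control they stood at 2.60 ± 2.14 and 3.15 ± 2.79 FPKM (SD, n = 3), above IR52b at 1.36 ± 0.883 FPKM and IR52a at 1.04 ± 0.894 FPKM. These differences in mean were smaller than the SD of IR25a and IR76b between replicates. Within each of the 3 control libraries, IR76b lay above IR52b and IR52a, and IR25a lay above IR52a. In control replicate 1, IR25a lay below IR52b (0.202 against 0.345 FPKM). IR93a, chosen after its values were seen, lay above IR25a and IR76b in that library, at 1.21 FPKM. The log2 fold change of IR25a was 3.13 (standard error 0.66, adjusted p = 0.0343, edgeR) and that of IR76b was 2.47 (standard error 0.50, adjusted p = 0.0333, edgeR), both over 4-fold with TMM factors. With total counts they were 1.81 and 1.22, both under 4-fold, and that of IR25a was 2.46 without control replicate 2. Neither passed the adjusted p of 0.01 with edgeR, and both passed it with DESeq2. The adjusted p of IR25a was 0.000139 with DESeq2, in a range from 2.40e-08 with DESeq2 and length offsets, an alternative chosen after the data were seen, to 0.185 with edgeR and total counts. For IR76b it was 7.34e-05 with DESeq2, in a range from 9.01e-11 to 0.349 under the same alternatives. The mean FPKM in the paper's S2 Data is 4.11 for IR25a and 4.07 for IR76b.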

The Ppk receptors include Ppk23, Ppk25, and Ppk29, which have previously been implicated in pheromone reception in other taste organs but which have also been found expressed in the wing [22–26]. These results validate our screen and support the possibility of a role for the other Ppks we identified, such as Ppk10.

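ppk23 (FBgn0030844; X, 17566552 to 17569228, reverse strand) had 272, 195 and 890 counts in control replicates 1 to 3 and 1, 0 and 0 in Poxn replicates 1 to 3, at least 531-fold higher in the libraries labelled control (at least 174-fold with total counts, adjusted p = 0.000373, edgeR). ppk29 (FBgn0034965; 2R, 24052917 to 24057137, reverse strand) had 27.1 ± 6.02 CPM in the libraries labelled control and 0.302 ± 0.104 CPM in those labelled Poxn (SD, n = 3 each), a log2 fold change of 6.47 (standard error 0.44, adjusted p = 0.000373, edgeR). ppk25 (FBgn0053349; forward strand) lies within the span of CheB42c on the opposite strand of 2R, and some of its counts could belong to that gene. It had 58, 38 and 382 counts against 9, 2 and 0, a log2 fold change of 6.82 (standard error 0.94, adjusted p = 0.00983, edgeR). The call on ppk25 stood next to the threshold and was lost in 9 of 22 alternatives, among them each leave-one-out fit except that without control replicate 2. Its log2 fold change was 8.50 without Poxn replicate 1, and with total counts those of ppk25 and ppk29 were 5.59 and 5.19. The others were lost only without Poxn replicate 1 (adjusted p = 0.0107 for ppk23, in a range from 8.77e-36 to 0.0107 over its alternatives, and 0.0111 for ppk29, in a range from 1.77e-55 to 0.0111, edgeR). In all 3 genes each library labelled control lay above each labelled Poxn (exact permutation test, p = 0.1 for each gene).

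**Figure D2:**
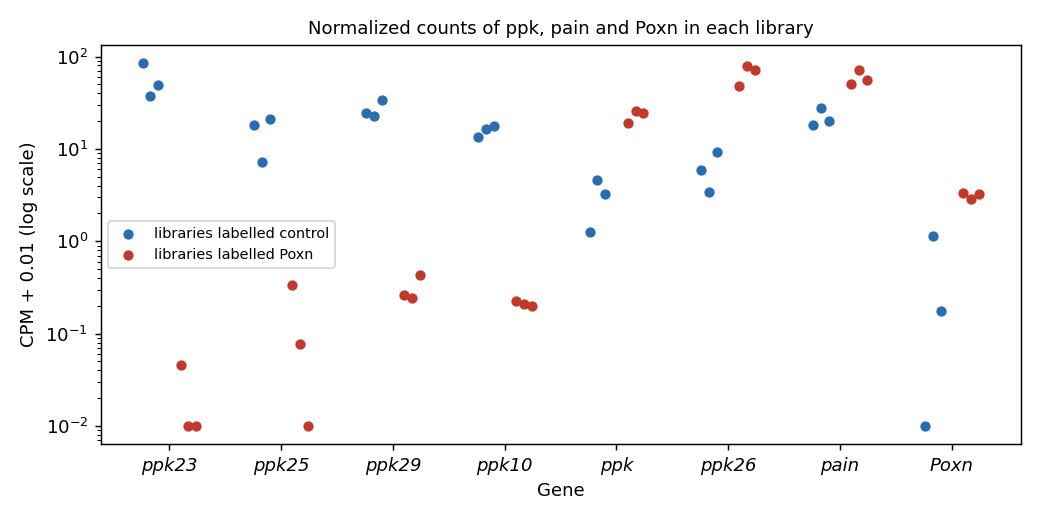
Level of ppk23, ppk25, ppk29, ppk10, ppk, ppk26, pain and Poxn in CPM plus 0.01 on a log scale, with 1 point per library and blue and red points for the libraries labelled control and Poxn. The first 4 genes lie higher in the libraries labelled control (27.1 against 0.302 CPM on average for ppk29), and the others lie higher in those labelled Poxn.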

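ppk10 (FBgn0065110; 2L, 10450134 to 10452396, reverse strand) had 43, 86 and 326 counts in control replicates 1 to 3 and 6, 6 and 5 in Poxn replicates 1 to 3. This was 15.9 ± 2.21 CPM in the libraries labelled control and 0.203 ± 0.0126 CPM in those labelled Poxn (SD, n = 3 each), a log2 fold change of 6.26 (standard error 0.41, adjusted p = 0.000373, edgeR). Over the alternatives its log2 fold change stayed between 4.94 and 6.87. The call was lost without Poxn replicate 1 (adjusted p = 0.0107, in a range from 3.11e-40 to 0.0107, edgeR). In the authors' deposited table its log2 fold change is 6.11.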

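How many Obp and Che (CheA and CheB) genes passed the criterion in the libraries labelled control depended on the test. In the main test with edgeR, 3 Obp and 7 Che genes passed, and adjusted over the list alone 4 and 9. DESeq2 gave 12 and 11, with or without its prior. In S1 Table, symbols of these families are found for 12 Obp and 11 Che genes. With limma voom and quality weights the numbers were 5 and 9, and with edgeR and no filter on low counts 4 and 10. Without control replicate 3, edgeR gave 4 and 9. Without Poxn replicate 1 it gave 0 Obp and 0 Che genes, and without Poxn replicate 2 or 3 it gave 1 Obp and 0 Che genes. At an unadjusted p under 0.05, these fits gave 9, 9 and 6 Obp genes and 11 Che genes each.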

The number of identified Obps and Che proteins was surprising: 14 and 11, respectively. Either an individual chemosensory sensillum coexpresses many of these proteins or else the wing contains multiple types of chemosensory sensilla, each with a distinct molecular profile. Four of these Obps are enriched in gustatory sensilla of the labellum, and one of them is required for normal response to taste mixtures [59]. There was little overlap between these 14 wing Obps and the 10 most abundant Obps of the antenna [60].

We note finally that we have identified candidate chemosensory genes by virtue of their expression in control wings but not *poxn* wings that lack chemosensory sensilla. While the simplest interpretation of this differential expression is that the genes are expressed in chemosensory sensilla, the expression of any individual gene in these sensilla needs confirmation. It is formally possible that *poxn* has unexpected, indirect effects that repress transcription in other cell types of the wing.

### Wings as recipients of cues

Wings have long been known to produce sexual cues: the male wing vibrates to generate a courtship song [52, 61]. Here, we have shown through dye transfer experiments that wings are also likely to receive sexual cues.

The wing margin offers anatomical advantages as a sensor of chemical information. It serves as the lateral boundary of the fly and provides an extensive zone for contact with other flies and the environment. Moreover, the wing margin may receive chemical information indirectly via grooming: the legs of a fly may receive chemical cues from other flies or the environment and then transfer these cues to its wings.

The notion that wing chemosensory sensilla receive sexual information is consistent with their expression of *fru*. The *fru* gene specifies central neural circuits that influence male sexual behaviors [46–48, 62]. *fru* is also expressed in peripheral neurons of the leg that are required for sexual behavior [51] and is coexpressed in these neurons with the pheromone receptor Ppk23 [23]. The coexpression of *fru* with *IR52a* in wing neurons may reflect a role for these neurons in sexual behavior as well.

### A new role for an *IR* in regulating male and female sexual behavior

Expression of *IR52a* in the wing is supported by four lines of evidence: RNA-seq, RT-PCR, qPCR, and *GAL4* driver analysis. Expression is found in both male and female wings, in both *D*. *melanogaster* and in *D*. *suzukii*. *IR52a* is also expressed in both male and female leg sensilla [15]. The expression in both sexes is consistent with our finding that *IR52a* is required in both males and females for normal sexual behavior. To our knowledge, few receptor genes have been shown to be required for the sexual behavior of both males and females.

The requirement for *IR52a* for male sexual behavior toward females was confirmed by the finding from optogenetic analysis that the activity of IR52a^+^ neurons is required as well. In fact, the phenotype produced by deleting the gene was similar to that produced by silencing the neurons (Figs 4A, 4C, 5A and 5B). This similarity in phenotype suggests that the contribution of IR52a^+^ neurons to male behavior toward females depends primarily on the activity of IR52a.

In males, the loss of *IR52a* reduces the response to both females and males. One function of IR52a might be to act in the detection of a pheromone produced by both females and males. *Drosophila* produces a wide variety of cuticular hydrocarbons that are candidate pheromones, some of which are male-specific, some female-specific, and some common to both [32–34, 63]. There is precedent for pheromones that are detected by both males and females of a species [64]. Such pheromones could act in species recognition.

IR52a may also act in the detection of sex-specific pheromones. IRs have been shown to form heteromultimers [12, 65]. 

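In the reference genome used for the counts, the IR52 cluster has 4 genes side by side on the forward strand of 2R. According to the legend of S7 Fig, IR52b of the reference is a fusion of IR52b and IR52e of the authors' Canton-S stock, so counts on IR52b could come from either of these genes. The reads of the cluster are those of paralogs, which counting could have split or left out. IR52b (FBgn0050469; 15501820 to 15503610) had 8, 33 and 49 counts in control replicates 1 to 3 and 1, 1 and 0 in Poxn replicates 1 to 3, at least 35.6-fold higher in the libraries labelled control (at least 12.4-fold with total counts; exact permutation test, p = 0.1). IR52c (FBgn0050468; 15504201 to 15506000) had 1, 10 and 2 counts against 0, 0 and 0. It was at least 7.21-fold higher (2.05-fold with total counts and 1.97-fold without control replicate 2), but in control replicates 1 and 3 it stayed within the limit that a count of 0 allows. IR52d (FBgn0050464; 15506582 to 15508366) had 0, 0 and 1 counts against 0, 1 and 0, so neither its expression nor a difference was detectable at this depth. None of the 4 genes had enough counts for the main test with edgeR. With DESeq2 and its prior, IR52c had an adjusted p of 0.00547, in a range from 0.00461 with DESeq2 alone to 0.0509 with edgeR and no filter on low counts.

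**Figure D3:**
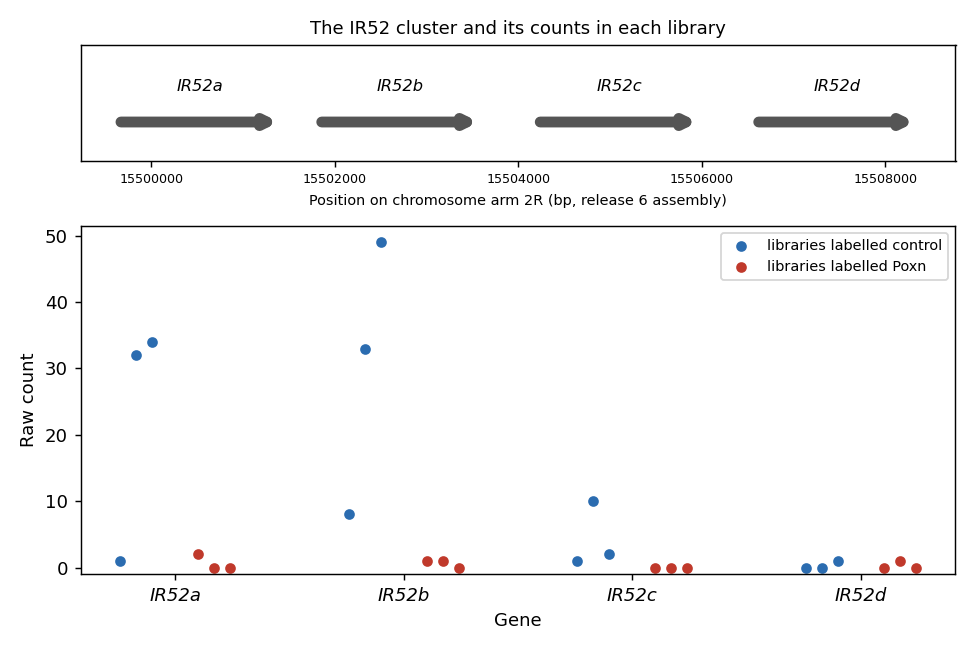
Positions of IR52a, IR52b, IR52c and IR52d on chromosome arm 2R (top, in base pairs) and raw counts of each gene in the 6 libraries (bottom), with blue and red points for the libraries labelled control and Poxn. IR52a and IR52b reach 34 and 49 counts in a library labelled control, and no library labelled Poxn has more than 2 counts on any of the 4 genes.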

We have found that chemosensory sensilla express other IRs, including other IRs in the IR52 cluster, in both wings and legs (S1 Fig and [15]). It seems plausible that IR52a may form different heteromers that respond to different pheromones in different neurons. This kind of combinatorial logic could allow a limited number of receptors to detect a larger number of pheromones. Perhaps different heteromers form in males and females, conferring responses to a female or male pheromone, respectively. It is possible that IR52a functions as a coreceptor.

Optogenetic experiments show that once activated, IR52a^+^ neurons drive *D*. *melanogaster* male courtship behavior, even to unproductive targets such as males and *D*. *suzukii* females, which diverged from *D*. *melanogaster* on the order of 25 million years ago [66–69]. Evidently, strong IR52a^+^ activation overrides the need for cues specific to *D*. *melanogaster* females. However, other cues are still required: a lone male does not show wing extension in the absence of a fly target. The input from IR52a^+^ neurons may need to be integrated with input driven by other sensory cues, perhaps visual cues, in order for courtship behavior to proceed.

Optogenetic inactivation and activation of IR52a^+^ neurons in females also decreased and increased levels of copulation, respectively. The level of copulation is expected to depend on the degree of female receptivity, which in turn is influenced by a variety of factors [70, 71]. The simplest interpretation of our results is that the level of activity of female IR52a^+^ neurons is one such factor. IR52a^+^ activation may increase the receptivity of females and thereby drive higher copulation levels. In any case, the results with females provide further evidence that IR52a^+^ neurons are elements of the circuitry that promotes sexual behaviors.

As an initial step in mapping the circuitry, we used the *trans*-Tango method to show that IR52a^+^ neurons connect with neurons that project to the SEZ as well as the VLP and the SLP (Fig 7). Moreover, Ca^2+^ imaging of the SEZ supports the notion that many if not all of these connections are functional synapses (Fig 8). Interestingly, some of these projections are sexually dimorphic: easily detectable in males but not females. The sexual dimorphism is consistent with a role for these neurons in conveying pheromonal information, which may be routed differently in the CNS of males and females [72]. Ca^2+^-imaging experiments (Fig 8) and ablation experiments (S11 Fig) each indicated that information from both wings and legs is relayed to the SEZ.

We note that several gustatory projection neurons have been described previously. TPN2 neurons have axonal termini in the SEZ and in the higher brain and respond to sucrose [73]. vAB3 neurons have projections that terminate in the SEZ and in the lateral protocerebral complex; they are sexually dimorphic and respond to pheromones [74, 75]. Pheromone Projection Neuron 1 (PPN1) neurons send projections to the VLP [76]. It will be interesting in the future to examine the anatomical relationship between these neurons and those described here, for example, through split-GAL4 analysis.

The simplest interpretation of all of our results, taken together, is that IR52a functions as a pheromone receptor in the leg and the wing. We cannot exclude, however, the formal possibility of a more complicated model in which IR52a acts as a pheromone receptor in the leg but as a receptor for another ligand in the wing. However, even in this case, it seems likely that the information from the two signals would be integrated in the CNS based on the qualitative similarity of SEZ projections from wing and leg, as evidenced by *trans*-Tango results.

In summary, IR52a is a new element in the logic that controls sexual circuits in the fly. It is unusual in that it acts in both males and females and that it can promote both male–male and male–female interactions. Moreover, IR52a^+^ neurons can override the circuits that normally suppress sexual behavior toward unproductive targets. The ability of IR52a^+^ neurons to drive sexual behavior beyond sex and species barriers opens new avenues of investigation into the interactions among sexual circuits that are activated by different sensory cues.

## Materials and methods

### *Drosophila* stocks

Flies were reared on corn syrup and soy flour culture medium (Archon Scientific) at 25°C and 60% humidity in a 12:12-hour light–dark cycle, except *trans*-Tango flies were raised at 18°C. *IR52a-GAL4* and *IR52a-LexA UAS-mCD8GFP LexAop-mtdTomato* were described in [15]. *UAS-GtACR1* was a gift from Adam Claridge-Chang [53]. *Poxn*^*70*^ was described in [35]. *UAS-CsChrimson* was a gift from Vivek Jayaraman and was described in [77]. *trans*-Tango line was from Bloomington *Drosophila* Stock Center (#77124) and was described in [56]. *IR52a* mutations are described below. All lines were backcrossed to Canton-S *w*^*1118*^ (stock 0408–1) for at least five generations.

### *IR52a* deletions

*IR52a* deletions were generated using CRISPR/Cas9 homologous recombination. Guide RNAs (gRNAs) were designed using the flyCRISPR Optimal Target Finder [78]. gRNA plasmid was constructed using pCFD4 (Addgene 49411), following the protocol described in [79]. Gibson Assembly was performed using Gibson Assembly Master Mix (New England BioLabs, E2611S). gRNA plasmid and a donor plasmid (pDsRed-attP, Addgene 51019) with homologous arms and a DsRed marker was injected into embryos by Bestgene, Inc. (Chino Hills, CA). DsRed positive alleles were then backcrossed to our control *w*^*1118*^ Canton-S line for five generations. The primers used in the construction are shown in S7C Fig.

### Optogenetic activation and inactivation

Flies were collected on the first day of eclosion and were given fly food containing 0.5 mM ATR. Flies were kept in the dark for 3–4 days before testing in behavioral assays. During the assays, the arena was illuminated with a custom-built LED matrix with a wavelength of 625 nm (SMD 5050, LEDlightninghut.com) at an intensity of 1.75 +/− 0.11 W/m^2^. We did not observe neuronal death after long light exposure: the CsChrimson we used is tagged with EYFP, and the morphology of EYFP^+^ neurons remained grossly normal after 15 minutes of exposure.

### Scanning electron microscopy

Fly wings were dissected and mounted on 9.5 mm aluminum stubs (Electron Microscopy Services #75180) using carbon paint (Electron Microscopy Services #12691–30). Samples were coated with 8 nm iridium with a Cressington 208 iridium sputtering tool. Microscopy was carried out with a Hitachi SU-70 electron microscope equipped with solid-state backscatter detector for enhanced imaging of grain boundaries.

### Confocal imaging

Images of GFP and Tomato labeling were acquired on Zeiss LSM880 and LSM510 confocal microscopes and processed using Fiji (ImageJ 1.51n) [80].

### RNA isolation and RNA sequencing

The wings from *w*^*1118*^ Canton-S and *poxn* flies aged 3 days were hand-dissected and frozen immediately in liquid nitrogen. Three independent replicates were collected per genotype, each replicate containing 8000 wings, from 4000 flies. RNA extraction was performed using an RNeasy Mini Kit (QIAGEN 74104) with on-column DNase treatment (QIAGEN 79254). Total RNA was sent to myGenomics, LLC (Alpharetta, GA). Poly(A)^+^ RNA was selected and fragmented, and samples were prepared for double-end mRNA sequencing (PE100) with standard protocols. 

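The deposited counts add up to 35401406, 29511923 and 37281239 in control replicates 1 to 3 and to 36914509, 38019437 and 32829086 in Poxn replicates 1 to 3 when the lines for reads on no gene are included. If each count stands for a pair of reads, the 6 libraries held a median of 72315915 reads. Between 34.1% and 38.3% of the sum fell on genes in the control libraries and between 42.6% and 42.8% in the Poxn libraries. Reads on no annotated gene made up 48.6%, 58.6% and 47.9% in control replicates 1 to 3 and between 49.2% and 49.3% in the Poxn libraries. Reads without a unique place in the genome made up 12.2%, 5.76% and 12.2% in control replicates 1 to 3 and between 6.60% and 6.82% in the Poxn libraries. The values at the paper's conclusions use the counts on genes.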

The total analysis included 60 million reads per sample.

### RNA sequencing data analysis

Trim Galore! (0.4.0) was used to perform quality control and adapter trimming on the raw reads. STAR (2.4.2a) was then used to align reads to the *D*. *melanogaster* genome (FlyBase release r6.09) [81]. The differential analysis was performed using DESeq2 [36]. An volcano plot was made by DESeq2 and custom R script. Gene ontology enrichment analysis was done using PANTHER [82].

Raw sequencing reads and preprocessed results are available from the Gene Expression Omnibus (GSE115815).

### RT-PCR

Wings (approximately 100 pairs for each sex) were dissected from 3-day old virgin flies using forceps and placed immediately into Eppendorf tubes kept cold in liquid nitrogen. For total RNA extraction, tissues were kept in RLT buffer (QIAGEN) with 1% β-mercaptoethanol, crushed with RNase-free plastic pestles first, and then sonicated 10 times, for 10 seconds each time at 4°C. After sonication, total RNA was extracted with a QIAGEN RNeasy kit. mRNAs were treated with RNAse-free DNase I (QIAGEN #79254) before being used for first strand cDNA synthesis with Superscript RT III (Invitrogen), followed by PCR amplification with 35 amplification cycles. To control for contamination by genomic DNA, each batch of mRNA underwent a parallel mock reverse transcription step (no RT control) in which the reverse transcriptase was omitted, before being subjected to PCR. To provide a semi-quantitative comparison of RNA quality and quantity between samples, an RT-PCR product of eIF1α was electrophoresed on agarose gels next to the *IR52a* RT-PCR products. PCR primers are listed below:

*eIF1α* forward: AGCCCACCAATATGATGTCG

*eIF1α* reverse: CTTCAAGGAGGACCAACAGG

*IR52a* forward: TCCTGCTGAACGACAAGAGC

*IR52a* reverse: GGCTGAGTGAAATACGACTGC

### Quantitative RT-PCR

Three-day-old virgin flies were used in RNA extraction as described above. Quantitative PCR was performed in a CFX96 TouchTM real-time PCR detection system (Bio-Rad). cDNA from the RT reaction and the No-RT control solution were each mixed with iTaq Universal SYBR Green Supermix (Bio-Rad #1725121). The denaturation temperature was set to 95°C, annealing and extension temperatures were set to 60°C. Two different pairs of primers were used for *IR52a* qPCR. A standard curve was made to ensure optimum primer efficiency and a melting curve was generated to ensure specificity. PCR primers are listed below:

*IR52a* fwd A: TCCTGCTGAACGACAAGAGC

*IR52a* rev A: GGCTGAGTGAAATACGACTGC

*IR52a* fwd B: AACGGTGGCAGATAGTTTGG

*IR52a* rev B: CATTCAGTTTCTGGGCATAGG

*eIF1α* fwd: AGCCCACCAATATGATGTCG

*eIF1α* rev: CTTCAAGGAGGACCAACAGG

### Mating assays and automated scoring of behavior

Male flies were collected within 6 hours after eclosion and singly housed until 3–4 days old. Females were collected within 6 hours and aged for 3–4 days on regular fly food in groups of 10 female flies per culture vial. For experiments with mated females, one female was paired with one male immediately after collection. The mating status of the female was confirmed before the behavioral assay by the presence of larvae in the vial.

Mating chambers were built by stacking two multi-well plates (Greiner Bio-One 662000–06) such that each well of the plate was in register with the corresponding well of the other plate. Each chamber was 15.6 mm in diameter and 35.4 mm in height (the sum of the heights of two wells). The wall of each well was coated with Fluon PTFE (BioQuip Insect-A-Slip). A male and female were pipetted into the upper and lower wells, respectively, using a film (3M) to cover each well after the fly had been introduced. After all the individual flies had been introduced into the wells, the film was removed, such that the fly in the upper half of the chamber fell into the lower half of the chamber. The behavior of the two flies was recorded. For optogenetics experiments, the behaviors were recorded at 15 frames/second with cameras (ELP-USBFHD01M-FV), with the infrared filter removed. For recordings under a bright light LED (Gagne 1824-LP-BLACK), a Supereyes B003+ camera was used at 25 frames/second.

The courtship behavior videos were scored using an automated tool custom-written in MATLAB (2015a, MathWorks). We measured unilateral wing extension, which is a signature of courtship; we did not measure bilateral wing extension, which is a signature of aggression and is distinguishable by our algorithm. The source code is available at https://github.com/he-zhe/TwoFlyTracker.

### Dye transfer experiment

Donor flies were labeled in 10-mm x 4-mm diameter chambers that contained a 3-mm diameter filter paper disc attached to the bottom with double-sided tape. We added 15 μL Nile red (Sigma, 2 mg/ml in paraffin oil) to the disc evenly. Then, five flies were labeled by placing them in the chamber for 30 minutes.

Five donor flies and one recipient fly were then transferred to a fresh 10-mm x 8-mm diameter chamber without filter paper or Nile red. After 30 minutes, we froze the chamber to −20°C for 10 minutes to immobilize the flies. Next, the wings of the recipient flies were dissected and observed under an Olympus BX51WP microscope and a CCD camera (QImaging Retiga R3). Excitation light was generated by an Olympus U-LH100HG mercury lamp, and an EGFP bandpass filter set was used (Chroma, 41017). Images were acquired with OCULAR (2.0, QImaging), and then analyzed and quantified using Fiji (ImageJ 1.51n) [80]. The quantification of Nile red in the wing was performed using the measuring tool in Fiji (ImageJ 1.15n). The portion of the wing margin that was anterior to the intersection of the margin and vein LV3 was selected using the segmented line tool, with a line width of 2. The rest of the wing was selected using polygon selections. In both cases, mean fluorescence was recorded, which is independent of the total area.

### Immunohistochemistry and confocal imaging

Immunohistochemistry and fly CNS dissections were performed as described previously [83] with minor modifications. Briefly, flies incubated at 18°C that were 14–21 days old were cold anaesthetized on ice, and dipped into 100% ethanol to make the cuticles less hydrophobic. The flies were then dissected in cold PBS. After 55 minutes fixation of samples in 2% PFA/PBS, samples were washed 4 times for 15 minutes in 0.3% PBST at RT, blocked in 5% Western Blocking Solution (Roche, #11921673001) in 0.3% PBST for at least 1.5 hours, and incubated with primary antibodies diluted in 0.3% PBST at 4°C for 2 days. Samples were washed again 4 times for 15 minutes in 0.3% PBST at RT, and incubated with secondary antibodies for 2 days in darkness. Samples were then washed in 0.3% PBST for 4 times, balanced in SlowFade Gold antifade reagent (ThermoFisher, S36937) for 1 hour and mounted on a slide (ThermoFisher Superfrost Plus, 4951PLUS4) using SlowFade Gold antifade reagent.

Antibodies used in this study were: rabbit anti-GFP (ThermoFisher, A11122, 1:1,000), rat anti-HA (Roche, 11867423001, 1:100), mouse anti-Bruchpilot (DSHB, 1:20), donkey anti-mouse AF647 (Invitrogen, 1900251, 1:1,000), donkey anti-rabbit AF488 (Invitrogen, 1927937, 1:1,000), and goat anti-rat AF555 (ThermoFisher, A-21434, 1:1,000). Secondary antibodies were diluted in 50% glycerol. Images were taken with a 40X oil objective using a Zeiss LSM880 confocal microscope and stitched with ZEN software. ROI selection and fluorescence quantification were done with Fiji (ImageJ 1.52i, http://fiji.sc). The hemispheres ipsilateral and contralateral to the amputations, and the SEZ ipsilateral and contralateral to the amputations, were selected as ROIs based on nc82 staining, using the freehand selection tool in ImageJ. The signals from second-order neurons were normalized to the nc82 channel by dividing the mean red signal over the mean nc82 signal (normalized red signal), and the ipsi/contra ratio was calculated as the ratio between the normalized red signal on the ipsilateral side and the normalized signal on the contralateral side.

### Calcium imaging

Flies were raised at 18°C for 14 days, and then switched to 1 mM ATR-supplemented food for at least 1 day prior to imaging. Flies in the amputated groups were anaesthetized on ice and amputated using microdissection scissors. Tarsal segments 1 through 5 and the tibia, or wings, were bilaterally ablated at least 3 days prior to imaging. After 3 days, the axonal terminals of the primary sensory neurons were completely degenerated, as indicated by the lack of EYFP signal in the corresponding neuropils.

Flies were cold-anaesthetized and inserted into a triangular hole in an aluminum shim glued to a custom-made polycarbonate holder. The head and the body were separated by the aluminum shim, and the abdomen, thorax and the head were glued to the aluminum shim using UV curing glue (KOA300, Kemxert) to minimize motion. The head was covered with Adult Hemolymph-like saline buffer (in mM: 103 NaCl, 3 KCl, 5 HEPES, 8 Trehalose, 10 Glucose, 26 NaHCO_3_, 1 NaH_2_PO_4_, 1.5 CaCl_2_, 4 MgCl_2_), and the proboscis and the cuticle in the head were removed to expose the SEZ. The esophagus was also removed to expose the SEZ and to reduce motion.

Optogenetic stimulation was produced by a 617 nm LED (Thorlabs, M617F2), and delivered approximately 0.5 cm away from the thorax of the fly via a Ø2.5 mm (FC) Ferrule Patch Cable (Thorlabs, M126L01) and a Ø400 μm Core, 0.5NA fiber optic cannula (CFMC54L20). Light stimulation was 2 seconds long, controlled by a T-cube LED driver (Thorlabs, LEDD1B) and an Arduino Uno microcontroller. The LED was used at maximum intensity.

Images were acquired with a CCD camera (Retiga-R3, QImaging) mounted on a widefield fluorescence microscope (Olympus BX40) equipped with a 40x water immersion objective (Olympus LUMPLFLN 40XW, 0.8 NA). Excitation light was produced with a LED light (CoolLED pE-100). Image size was 960 x 730 pixels. Exposure time was 250 ms, acquired at 4 Hz. Micromanager 1.4 was used to control the camera, excitation light and data acquisition.

Videos were processed using NIH ImageJ. A 240-pixel diameter ROI was selected covering the SEZ (SEZ ROI). Another 40-pixel ROI was selected in a region lacking GFP signal (background ROI). ΔF/F was calculated as (F_t_ − F_0_)/F_0_, in which F_t_ is the mean fluorescence intensity in the SEZ ROI (after subtracting the mean fluorescence intensity in the background ROI) at time t, and F_0_ is the mean fluorescence intensity (after subtracting the same background intensity) during the 20 frames prior to optogenetic stimulation.

## Supporting information

S1 Fig Chemosensory gene expression in the wings of control and *Poxn* flies. (A) *IR* genes. (B) *Gr* genes. (C) *Or* genes. Genes are listed in decreasing order of FPKM in the control genotype *(w*^*1118*^ *Canton-S)*. Genes are shown only if the mean FPKM > 0.05 for the control samples. Error bars indicate SEM. Underlying data for this figure can be found in S2 Data. FPKM, fragments per million mapped reads per kilobase of gene length; Gr, gustatory receptor; IR, ionotropic receptor.
(TIF) Click here for additional data file.

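FPKM divides the fragments counted on a gene by the length of its transcript and by the number of fragments in the library, so that genes of different lengths can be ranked within 1 library. It does not correct for a few abundant genes that take a larger share of the fragments in one library than in another. Computed here from the deposited counts, with total counts on genes and the longest transcript, 23 IR genes, 15 Gr genes and 16 Or genes had a mean over 0.05 FPKM in the libraries labelled control. S2 Data lists 23, 13 and 16, of which 17, 7 and 9 are among those found here. At this depth a count of 0 allows more than 0.05 FPKM in every library for all 51 IR, 39 Gr and 48 Or genes that had a count, so the genes near this threshold are not resolved from 0.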

S2 Fig Chemosensory gene expression in the wings of control and *Poxn* flies. (A) *ppk* genes. (B) *Trp* genes (C) *CheB* genes, which are a class of *CSP* genes. (D) *CheA* genes, a class of *CSP* genes. (E) *Obp* genes. Genes are listed in decreasing order of FPKM in the control genotype *(w*^*1118*^ *Canton-S)*. Genes are shown only if the mean FPKM > 0.05 for the control samples. Error bars indicate SEM Underlying data for this figure can be found in S2 Data. CSP, chemosensory protein; FPKM, fragments per million mapped reads per kilobase of gene length; Obp, odorant binding protein; ppk, pickpocket; Trp, transient receptor potential.
(TIF) Click here for additional data file.

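In the other families shown, computed in the same way, 38 Obp, 11 CheB, 7 CheA, 16 ppk and 9 Trp genes had a mean over 0.05 FPKM in the libraries labelled control. S2 Data lists 38, 10, 7, 13 and 9, of which 34, 10, 7, 12 and 8 are among those found here. The SEM is the SD divided by the square root of the number of libraries, here 3, and describes how precisely the mean is known, not how far the libraries spread.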

S3 Fig qPCR of *IR52a* in the wing. qPCR of *IR52a* in male wings (blue) and female wings (red), using two set of primers. In the case of each primer pair, the transcription level was normalized to eIF1α, used as an internal control. The male value was then normalized to the female value. *n* = 3; the error bar indicates SEM. Underlying data for this figure can be found in S2 Data. IR, ionotropic receptor; qPCR, quantitative PCR.
(TIF) Click here for additional data file.

S4 Fig Expression pattern of *IR52a-GAL4* in males and females. Expression of *IR52a > mCD8GFP* in the male (A) and female (B) wing, and in the male (C) and female (D) ventral nerve cord, showing leg (arrows) and wing (arrowheads) neuropils. GFP, green fluorescent protein; IR, ionotropic receptor.
(TIF) Click here for additional data file.

S5 Fig Wing *IR52a^+^* neurons express *fruitless*, a marker of sexual circuitry. (A–C) Male wing labeled in green by *IR52a-GAL4*/*UAS-Stinger* (a nuclear GFP), and in red by *fru-LexA*/*LexAop-tomato-nls*. Arrows indicate neurons that clearly express both GFP and tdTomato. GFP, green fluorescent protein; IR, ionotropic receptor.
(TIF) Click here for additional data file.

S6 Fig Dye labeling. (A) Fly prior to labeling. (B) Fly after spending 30 minutes in a chamber with Nile red. Fluorescence is most easily visible on the ventral abdomen.
(TIF) Click here for additional data file.

S7 Fig The *IR52* gene cluster and the generation of an *IR52a* deletion. (A) *IR52* cluster contains five genes: *IR52a*, *IR52b*, *IR52e*, *IR52c*, and *IR52d*. The *D*. *melanogaster* reference genome contains only four genes in the *IR52* cluster [84]. Our Canton-S5 stock contains five genes: *IR52b* in the reference genome is an in-frame fusion of the *IR52b* and *IR52e* genes found in our stock [15]. (B) The *IR52a* CRISPR deletion. There are 599 amino acids in the predicted IR52a protein. The deletion removes codons specifying amino acids 31 to 447, which accounts for approximately 70% of the amino acid sequence. (C) Primers used in constructing deletion. Primers 1–2 were used for creating the CRISPR Guide chiRNA, and primers 3–10 were used for constructing the CRISPR donor plasmid. IR, ionotropic receptor.
(TIF) Click here for additional data file.

S8 Fig *IR52a* shows normal locomotion behavior. Mean height (+/− SEM) reached by male flies (A) and female flies (B) in 5 seconds in a climbing assay. None of the lines varied significantly from the controls, ANOVA, *n* = 13–20 for males, *n* = 17–19 for females. (C) Mean +/− SEM speed of male flies during courtship behaviors. n.s., not significant, ANOVA, *n* = 26–34 each genotype. Underlying data for this figure can be found in S2 Data. IR, ionotropic receptor.
(TIF) Click here for additional data file.

S9 Fig Disruption of *IR52a* in females did not affect wing extension behavior of males. ANOVA, *n* = 35–43. Underlying data for this figure can be found in S2 Data. IR, ionotropic receptor.
(TIF) Click here for additional data file.

S10 Fig IR52a^+^ axons have degenerated three days after foreleg ablation. Expression of GFP in an *IR52a > mCD8GFP* fly three days after foreleg ablation. Notice the intact axons in the wing neuropil (arrow) and midleg neuropil (arrowhead), and the absence of GFP in the foreleg neuropil (indicated by the red oval). GFP, green fluorescent protein; IR, ionotropic receptor.
(TIF) Click here for additional data file.

S11 Fig Wing IR52a^+^ neurons synapse with neurons in the SEZ. (A) Unilateral leg ablations in male flies engineered to allow *trans*-Tango labeling. After ablating legs on one side (the right side in this case), GFP signal (produced in IR52a^+^ neurons) is lost from the foreleg, midleg and hindleg neuropils on the right side, but it remains in the wing neuropil (see Fig 7A for map of neuropils). The mtdTomato signal (produced in neurons post-synaptic to IR52a^+^ neurons) in the SEZ is shown in the boxed area and at higher magnification below (yellow arrows). (B) Unilateral ablations of legs and wing. Note the lack of GFP signal in the foreleg, wing, midleg and hindleg neuropils. The mtdTomato signal in the SEZ ipsilateral to the ablations (right side) is lower than that on the contralateral (left) side (yellow arrows). (C) Quantification of the ratio of mtdTomato signal in the ipsilateral and contralateral hemispheres, following each kind of ablation. The ratio is lower when wing and legs are ablated, compared to the ratio when legs only are ablated. (*P* < 0.01; *t* test). (D) Quantification of the ratio of mtdTomato signal in the ipsilateral and contralateral SEZ, following each kind of ablation. The ratio is lower when wing and legs are ablated, compared to the ratio when legs only are ablated (*P* < 0.05). Underlying data for this figure can be found in S2 Data. GFP, green fluorescent protein; IR, ionotropic receptor; SEZ, subesophageal zone.
(TIF) Click here for additional data file.

S1 Table Differentially expressed genes between control and *Poxn*. Columns C and D indicate FPKM. *P* values and adjusted *P* values are given by DESeq2 Wald test. FPKM, FPKM, fragments per million mapped reads per kilobase of gene length.
(XLSX) Click here for additional data file.

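S1 Table lists the genes that passed the authors' criterion, with DESeq2's fold change, Wald test and p for each. All 708 genes were found in the deposited count files. For 704 of them, the value in the control column lies within 1% of the mean over the 3 control libraries of counts divided by DESeq2's size factors, a unit that is not divided by transcript length. Values of different genes in these columns therefore also reflect transcript length, while values of 1 gene can be compared between the genotypes.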

S1 Data Quantitative observations that underlie the figures in main text. (XLSX) Click here for additional data file.

S2 Data Quantitative observations that underlie the figures in supplementary information. (XLSX) Click here for additional data file.

## Abbreviations

ATR: all-trans-retinal
CNS: central nervous system
CSP: chemosensory protein
Fru: fruitless
GO: gene ontology
Gr: gustatory receptor
IR: ionotropic receptor
mw: molecular weight
Obp: odorant binding protein
Ppk: pickpocket
qPCR: quantitative PCR
RT-PCR: reverse transcriptase PCR
SEZ: subesophageal zone
SLP: superior lateral protocerebrum
Trp: transient receptor potential
VLP: ventrolateral protocerebrum
VNC: ventral nerve cord

How the deposited data were processed for this re-analysis (not part of the article)

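Wings of 3-day-old control and Poxn mutant flies were compared by RNA-seq, with 3 libraries for each of the 2 genotypes. Conditions and replicate numbers were taken from the sample labels and the paper's methods. The authors trimmed the reads with Trim Galore 0.4.0, aligned them with STAR 2.4.2a to the FlyBase r6.09 genome and deposited, for each library, raw counts per gene without normalization. The paper's text does not name the counting program or its strand setting, and the last 5 lines of each table are those that the program htseq-count writes. The authors also deposited a table of their DESeq2 comparison. Its mean normalized counts, a signal averaged over all libraries, had been divided by DESeq2's size factors by the authors before they were deposited. The log2 fold changes in the authors' table, with their standard errors, compare the control libraries with the Poxn libraries. The Wald statistic in the authors' deposited table is a score without fixed range, the log2 fold change divided by its standard error. The p-values deposited by the authors come from DESeq2's Wald test, and adjusted values are given beside them. The 6 per-library columns of this table were not used here.

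Reads that fell on no gene made up between 47.9% and 58.6% of each library's sum in the control libraries and between 49.2% and 49.3% in the Poxn libraries. Ambiguous reads made up between 1.24% and 2.69%. These lines name no gene and were left out of library sizes and tests. Counts on genes were between 10074860 and 14269486 in the control libraries and between 14021115 and 16182811 in the Poxn libraries. Gene symbols, positions and transcript lengths came from the Ensembl annotation of the release 6 assembly, matched by FlyBase identifier for 17229 of 17476 genes.

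The main comparison used edgeR 4.0.16 in R 4.3.3, with its quasi-likelihood test, TMM factors, filterByExpr with a minimum count of 10, a prior count of 0.125 and Benjamini-Hochberg adjustment. The criterion of the paper was kept, more than 4-fold and an adjusted p under 0.01. The methods of the paper name no pairing of replicates, so none was used in the main comparison. The genes named in the text were all genes that the paper names for this experiment, all members of the chemosensory families past the criterion, the 5 genes with the smallest p in each direction whose libraries do not overlap, and the members of the marker lists. Genes outside this rule are named as chosen after their values were seen. Families were read from gene symbols. Fold changes of genes with 3 counts or fewer in every library of 1 genotype are given as lower bounds against 3 counts. Because PCR copies are not independent molecules, such limits cover counting error only.

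On simulated counts for 8973 genes, 200 of them changed by known folds, edgeR recovered 185 at the criterion, DESeq2 198, DESeq2 with its prior 190 and limma voom 189. False calls numbered 0, 3, 1 and 0. In simulated counts with a trend with transcript length in 1 group and no changed genes, edgeR made 1941 false calls without length offsets and 0 with them.

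The alternatives were RLE size factors or total counts in place of TMM, DESeq2 1.42.0 without and with its prior on fold changes, limma voom with quality weights (limma 3.58.1), edgeR's robust fit, no filter, a filter of 10 counts in 3 libraries, a prior count of 2, edgeR's glmTreat at a log2 fold change of 1, no fold threshold, an adjusted p under 0.05, the replicate number as a block, and each library left out in turn. The main test, the criterion, the naming rule and these alternatives were set before the data were examined. Length offsets, in edgeR and in DESeq2, leaving out the 50 most abundant genes, and the use of DESeq2 with its prior for the genes near Poxn were added after the data had been seen. The top 100 genes and the genes near Poxn were tested with Fisher's exact test. Lists of marker genes for flight muscle, female fat body (yolk proteins), male accessory gland, male dosage compensation, antennal olfactory cells, neurons, hemocytes and mechanosensory cells were written down before the counts were seen and tested with fry, a set test of the limma and edgeR packages. Gene ontology terms, the quantitative PCR and the imaging and behavioural experiments were not analysed here.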

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

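The tests of swapped group labels and of a linked genetic background were chosen only after the result was seen, and the test of accessory gland genes was set earlier.

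Transcripts of the male accessory gland, which the paper does not discuss, stood out in Poxn replicate 3. The 18 genes of the marker list found in the files summed to 394 CPM in this library, compared with 12.0, 1.90 and 7.13 CPM in control replicates 1 to 3 and 6.06 and 4.06 CPM in Poxn replicates 1 and 2. Acp36DE had 2250 counts in Poxn replicate 3 and at most 28 in any other library, and Acp26Aa had 987 and at most 16. The list also holds Obp56f and Obp22a, members of an Obp family that the paper studies, with 237 and 94 counts in Poxn replicate 3 and at most 4 in any other library. A candidate explanation is RNA from male accessory glands carried into this library with the dissected wings. If so, accessory gland genes outside the list should be raised in the same library. Of 30 other Acp and Sfp genes, 18 (60%) were over 10-fold higher there than in any other library, compared with 89 of 10827 remaining genes (0.822%; Fisher's exact test, p = 1.35e-29). The median log2 fold change of the 4 tested list genes was −4.46 with all libraries and 0.01 without Poxn replicate 3, so it rested on this library. A difference between the genotypes would also raise Poxn replicates 1 and 2, which stayed at the level of the control libraries.

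The transcript of Poxn itself was higher in the libraries labelled Poxn, a direction that the paper does not discuss. Its log2 fold change was −2.95 (adjusted p = 0.0556, edgeR) and its adjusted p was 0.00829 with DESeq2, in a range from 0.00724 to 0.209 over the alternatives. Without control replicate 2 the log2 fold change was −4.50, and without control replicate 3 it was −2.17. Swapped group labels would put the chemosensory ppk genes higher in the libraries labelled Poxn. All 3 of ppk23, ppk25 and ppk29 had every library labelled control above every library labelled Poxn, which argues against swapped labels. A transcript still made from the mutant allele, and a difference between genetic backgrounds, stay open and were not tested.

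Cyp6g1 and Cyp6a8, cytochrome P450 genes that the paper does not discuss, had the 2 smallest p among the genes higher in the libraries labelled Poxn, with log2 fold changes of −6.37 (−6.99 without control replicate 3) and −4.16. Cyp6g1 had 2, 4 and 29 counts in control replicates 1 to 3 and 2344, 3652 and 1898 in Poxn replicates 1 to 3. Cyp6a8 had 14, 47 and 84 against 2870, 3692 and 2485. The calls were kept in 21 and 18 of 22 alternatives. The call of Cyp6g1 was lost without Poxn replicate 1 (adjusted p = 0.0107, edgeR, in a range from 3.23e-29 to 0.0107). That of Cyp6a8 was lost without control replicate 1 or Poxn replicate 1, 2 or 3 (adjusted p = 0.0127, 0.0219, 0.0244 and 0.0182, edgeR, in a range from 2.09e-20 to 0.0244). Both lie on 2R, the chromosome arm of Poxn, and the flies had been backcrossed, so a linked genetic background may differ around Poxn. Cyp6a8 and Snrk were among the 400 tested genes nearest to Poxn, compared with 3 of the other 8440 (Fisher's exact test, p = 0.0187), while with the nearest 200 genes p was 0.108. With DESeq2 and its prior, 5 of 400 and 49 of the other 10002 genes were called (Fisher's exact test, p = 0.0557). Cyp6g1 lies outside both windows. For Cyp6a8 and Snrk, a linked background and an effect of the mutation cannot be told apart, because all 3 libraries labelled Poxn carry both and the calls near Poxn are few. No biological explanation was tested.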

How the results depend on the processing

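Length offsets, in edgeR and in DESeq2, leaving out the 50 most abundant genes and the use of DESeq2 for the genes near Poxn were chosen only after the result was seen. With edgeR and TMM factors, 54 genes were higher in the libraries labelled control and 5 in those labelled Poxn. Between 44 and 63 genes were higher in the libraries labelled control with RLE factors, total counts, edgeR's robust fit, the filter of 10 counts in 3 libraries, a prior count of 2, glmTreat, no fold threshold, length offsets in edgeR and without the 50 most abundant genes. Of the 54 genes, 53 were kept with RLE factors and 39 with total counts. DESeq2 gave 720 genes, 684 with its prior and 600 with length offsets, and kept 52, 52 and 53 of the 54. Limma voom with quality weights gave 218 and kept all 54. For DESeq2 and limma voom the cause was not tested here beyond the tests among the other observations. With no filter 90 genes passed, among 13883 tested in place of 8973, and an adjusted p under 0.05, a looser threshold, gave 347.

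For genes higher in the libraries labelled Poxn, RLE factors and glmTreat gave 3, total counts 85, DESeq2 73, DESeq2 with its prior 56, DESeq2 with length offsets 46, limma voom 14, no filter 13 and an adjusted p under 0.05 gave 81. The share of calls higher in the libraries labelled control was 91.5% with TMM factors, 94.7% with RLE factors and 42.6% with total counts. Of the 650 and 58 genes in S1 Table, edgeR called 50 and 5, DESeq2 636 and 54, and DESeq2 with its prior 639 and 56.

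Chemosensory family members higher in the libraries labelled control numbered 14 with edgeR, 40 with DESeq2, 39 with its prior and 35 with length offsets. Of the genes that the paper names for this experiment, 7 passed with edgeR, 15 with DESeq2 with or without its prior and 14 with length offsets. Among the top genes, 13 of 50, 17 of 100 and 19 of 200 belonged to the families, and 20 of 100 with DESeq2 and its prior. Over the named genes that passed edgeR's filter in the main test, which leaves out the 4 IR52 genes, and the alternatives set in advance that keep all libraries, 345 results kept their direction and side of the threshold, 14 became weaker and 18 stronger. None of these results reversed its direction. With no fold threshold, glmTreat and an adjusted p under 0.05, the fold changes are those of the main fit. Their direction could not change there, so the tally overstates how far direction was tested.

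Across the 6 fits that each left out one library, the genes higher in the libraries labelled control numbered from 3 (without Poxn replicate 1) to 222 (without control replicate 3), and 7 without Poxn replicate 2 or 3. Those higher in the libraries labelled Poxn numbered from 0 (without Poxn replicate 1) to 24 (without control replicate 3). Without Poxn replicate 1, 1054 and 805 genes still had an unadjusted p under 0.05 in these directions. Family members ranged from 0 (without Poxn replicate 1) to 16 (without control replicate 3), and genes named by the paper from 0 (without Poxn replicate 1) to 8 (without control replicate 2). Without Poxn replicate 1, the log2 fold change of ppk10 was 6.29 against 6.26 with all libraries, and its standard error 0.61 against 0.41. For ppk29 the log2 fold change was 6.34 against 6.47, and the standard error 0.63 against 0.44. In these 2 genes the lost call went with a larger error more than with a smaller change. The cause of the drop without a Poxn library was not tested. Of the results of the named genes that passed edgeR's filter in the main test, 117 were unchanged in the 6 fits, 55 became weaker and 2 stronger.

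With the replicate number as a block, 104 and 14 genes passed, among them 53 of the 54 and 4 of the 5. The labels share replicate numbers but nothing else that pairs the libraries. Deviations from the group means were correlated at 0.12, 0.14 and −0.07 across genes for numbers 1, 2 and 3. These correlations were weak and were not compared with those of unlike numbers, so they do not decide whether the numbers pair the libraries. In the test near the Poxn gene, p rose from 0.0187 with the nearest 400 genes to 0.108 with the nearest 200, where 1 gene was left, and to 0.0557 with DESeq2 and its prior (Fisher's exact test). For genes higher in the libraries labelled control, the share near Poxn was lower than elsewhere with edgeR (Fisher's exact test, p = 1) and reversed to higher with DESeq2 and its prior (p = 0.213).

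For the marker lists, total counts reversed the median log2 fold change of the antennal list to −1.02, of the neuronal list to −1.24 and of the hemocyte list to −0.78. The median of all genes moved to −1.39 in the same setting. Leaving out one library gave medians from −0.27 to 0.86 for the antennal list (reversed without control replicate 2, at −0.01, and without control replicate 3, at −0.27), from −0.62 to 0.067 for flight muscle (reversed without Poxn replicate 2, at 0.067) and from −5.69 to 0.0093 for the accessory gland (reversed without Poxn replicate 3). For the other lists they ranged from 0.066 to 0.37 (neuronal), from −0.93 to −0.56 (mechanosensory) and, with 1 direction throughout, from 0.54 to 1.25 (hemocyte). The neuronal list passed an adjusted p of 0.05 without control replicate 3 (adjusted p = 0.0142, fry), and the mechanosensory list without control replicate 1, 2 or 3 (adjusted p = 0.0296, 0.0325 and 0.0471, fry). The effective size of control replicate 1, 3180073 counts, limits what can be said of rare transcripts such as the IR52 genes, which were too rare for the filter.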

Differences from the paper's values

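Length offsets, in edgeR and in DESeq2, were chosen only after the result was seen. The other alternatives named here were set before the data were examined.

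The paper reports 650 genes enriched in control wings, and edgeR gave 54. With DESeq2, which the paper's methods name, the number was 720, and with its prior 684. None of the other alternatives set before the data were examined closed the gap, and DESeq2 with length offsets gave 600. The paper reports 58 genes enriched in Poxn wings, and edgeR gave 5. DESeq2 gave 73, DESeq2 with its prior 56, edgeR with total counts 85 and edgeR at an adjusted p under 0.05 gave 81. The remaining alternatives set before the data were examined did not close the gap. DESeq2 with length offsets gave 46.

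The paper counts 14 Obp genes, and edgeR gave 3. DESeq2 gave 12 with or without its prior and 7 with length offsets, and the remaining alternatives did not close the gap. S1 Table holds 12 genes with an Obp symbol. The paper counts 11 Che genes, and edgeR gave 7. The number was 11 with DESeq2 with or without its prior and with length offsets, 10 with no filter, 9 with limma voom, with edgeR's robust fit, at an adjusted p under 0.05 and without control replicate 3, and 8 with total counts and with the replicate block. The remaining alternatives set before the data were examined did not close the gap. For Obp49a, the log2 fold change in the paper's S1 Table is 10.27, and edgeR gave 11.52. It was 9.65 with total counts, 10.52 with DESeq2 and its prior, 10.77 with a prior count of 2, 11.20 without Poxn replicate 1 and 11.56 without Poxn replicate 3, where the error was larger than the difference. With the remaining alternatives set before the data were examined it stayed further from the paper's value than the error. Length offsets in edgeR brought it nearer to the value of the paper.

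The paper counts painless among the genes enriched in Poxn wings. Its log2 fold change was −1.43 with edgeR and −1.33 in the authors' deposited table, both under 4-fold, and no alternative called it. The paper counts ppk among these genes too. Its adjusted p was 0.0189 with edgeR, and it was called with total counts, with DESeq2 with or without its prior, with no filter, at an adjusted p under 0.05, with the replicate block, without control replicate 2 and with DESeq2 and length offsets (adjusted p from 2.87e-07 to 0.112 over the alternatives).

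The paper names IR25a, IR76b and IR52a among its enriched genes. IR25a and IR76b had an adjusted p of 0.0343 and 0.0333 with edgeR and were called with DESeq2 with or without its prior, at an adjusted p under 0.05 and with DESeq2 and length offsets. IR52a was called with DESeq2 with or without its prior and with length offsets, and with edgeR and no filter its adjusted p was 0.0206. IR52b was called with these and also with edgeR and no filter, and IR52c with DESeq2 in each of these forms. Fig 1E shows IR76b, IR52a and IR52b as the IR genes with the strongest evidence, whereas among the genes tested with edgeR the smallest p belonged to IR76b, IR25a and IR93a, the last chosen after its values were seen. It shows Obp19d among the Obp genes with the strongest evidence, where edgeR placed Obp50a, and Obp19d was called with total counts, with DESeq2 with or without its prior, with limma voom, without control replicate 3 and with DESeq2 and length offsets. The legend of S1 Table calls its columns FPKM, whereas 704 of the 708 control values lie within 1% of the mean of counts over DESeq2's size factors.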

Other observations

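The tests of unequal spread, of transcript length on the number of calls, of the 50 most abundant genes, of composition scaling, of VGlut and Hdc and of the IR52 region were chosen only after the result was seen. The splits of the libraries, the length test of the mitochondrial genes and the clusters on 2R were set earlier.

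The number of genes called depended on the tool, with 54 genes higher in the libraries labelled control from edgeR and 720 from DESeq2. The spread between libraries differed between the labels, with a biological coefficient of variation of 65.2% for control and 20.1% for Poxn. In simulated counts without changed genes, each group had its own spread, equal for all genes and independent between genes. DESeq2 made on average 1 call and edgeR 0, which argues against an unequal spread of this simple kind as the source of these calls. A spread that differs between genes, or that many genes of a library share, was not simulated and stays open as a source. Control replicates 1 and 3 also differed from the Poxn libraries along transcript length. The Spearman correlation across 8841 genes between transcript length and a library's log ratio to the mean of the Poxn libraries (for a Poxn library, the other Poxn libraries) was −0.26, 0.01 and −0.52 in control replicates 1 to 3 and between −0.10 and 0.11 in Poxn replicates 1 to 3. With length offsets, DESeq2 still called 403 of the 650 genes of S1 Table and edgeR still called 43 of its 54 genes, so a transcript length bias does not account for all of the calls and may account for part of them. Leaving out the 50 most abundant genes kept 48 of the 54, but it moved the median log2 fold change of all genes only from −0.0072 to −0.0042, so whether a few genes taking most of the counts lie behind the calls is not decided by this test. With total counts in place of TMM factors 39 of the 54 were kept, which argues against composition scaling as the whole cause of the calls. The split of the calls between the labels changed with the scaling. With TMM factors 91.5% of the calls were higher in the libraries labelled control, and with total counts 42.6%. Calls higher in the libraries labelled Poxn rose from 5 to 85, and those higher in control from 54 to 63. Total counts also moved the median log2 fold change of all genes to −1.39, so this share is no separate test. Which scaling is nearer to the amount of RNA per wing cannot be read from these libraries.

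The 6 libraries can be split into 3 and 3 in 10 ways. Only the real split, 1 of 10, gave as many genes as those higher in the libraries labelled control with edgeR. The same holds, with 1 of 10 each, for those higher in the libraries labelled Poxn, for family members past the criterion, for family members among the top 100 genes and for genes called by DESeq2. The other splits gave 0 genes with edgeR, at most 3 family members among the top 100 genes and at most 11 genes with DESeq2. With 10 splits the share cannot fall under 0.1, so these results and a chance arrangement of the libraries cannot be told apart by splits alone.

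All 14 tested genes of the mitochondrial genome, which the paper does not discuss, were higher in the libraries labelled control with TMM factors, RLE factors and total counts. Their median log2 fold change was 4.69 (from 3.47 to 5.79) with TMM factors, 4.88 with RLE factors and 2.36 with total counts. The libraries did not overlap in 13 of the 14 genes (12 with total counts), compared with 40.4% of all tested genes (60.5% with total counts). Genes of 1 genome may change together, so the 14 are not independent. None passed the criterion (adjusted p from 0.0180 to 0.0723, edgeR), and all 14 are in S1 Table. Without control replicate 1 the median was 3.60. They took between 0.409% and 1.60% of the counts in the control libraries and between 0.183% and 0.237% in the Poxn libraries. A transcript length bias would bring the median to 0 under length offsets, and it stayed at 3.90. A difference in RNA quality or in mitochondrial content of the wings stays open and was not tested.

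Hdc (FBgn0005619; 2R, 10237988 to 10246077), the histidine decarboxylase gene, had 3090, 2465 and 3617 counts in control replicates 1 to 3 and 23, 25 and 12 in Poxn replicates 1 to 3 (log2 fold change 9.58, standard error 0.90, adjusted p = 0.00172, edgeR). Its level was 972, 469 and 198 CPM against 0.829, 0.831 and 0.460 CPM, so the size of its change varied with the control library. Like VGlut, Hdc belongs to the list of neuronal genes. Fewer neurons of all kinds in Poxn wings would lower the other neuronal genes as well. Of the 16 other tested genes of the list, 0 were over 4-fold higher in the libraries labelled control, with a median log2 fold change of 0.14 (from −1.65 for comt to 1.86 for futsch), and −1.26 with total counts. This argues against a loss of all neurons alike. A hypothesis that stays open is that the lost cells of the sensilla are the ones that express VGlut and Hdc, which may be looked for in the wing, and these libraries do not resolve cells.

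Of the 1855 tested genes on 2R, 22 (1.19%) were higher in the libraries labelled control at the criterion, compared with 32 of 6971 (0.459%) on the other arms (Fisher's exact test, two-sided, p = 0.0011, odds ratio 2.60). Neighbouring genes often changed together, as in the 2R genes CG18536, CG18537, CG18538, CG18539 and CG18540, which were chosen after their values were seen. Counting called genes within 50 kb as 1 left 15 on 2R and 28 elsewhere (odds ratio 2.03, Fisher's exact test, p = 0.0365), so clusters of neighbouring genes did not account for all of the excess. Arm 2R carries Poxn, but only 2 of the 400 tested genes nearest to Poxn were among the 54, compared with 52 of the other 8440 (Fisher's exact test, p = 1). With DESeq2 and its prior, chosen after the result was seen, 32 of 400 and 642 of the other 10002 were called (Fisher's exact test, p = 0.213). A biological explanation was not tested.

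The IR52 genes lie 318 kb from Poxn. A loss of expression across the region in the libraries labelled Poxn would lower the genes around them. Of the 20 tested genes nearest to the cluster, 10 on each side (2R, 15309931 to 15573170), 2 had all libraries labelled control above and 10 had all libraries labelled Poxn above (0 and 16 with total counts). In all this was 60% of the 20 genes (80% with total counts), compared with 40.4% of all tested genes (60.5% with total counts). The median log2 fold change of the 20 genes was −0.54, and 0 passed the criterion in the libraries labelled control with edgeR or DESeq2 (2 with an unadjusted p under 0.05 and higher in the libraries labelled control, edgeR). This argues against a loss across the region as the source of the difference in IR52a, IR52b and IR52c. A linked genetic background that differs at the cluster itself was not tested by these neighbours. It stays open, because all 3 libraries labelled Poxn carry both the mutation and the chromosome around it.

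Marker genes of other tissues were summed in each library. Flight muscle genes (10 tested, which the wing hinge may also express) had 406, 247 and 452 CPM in control replicates 1 to 3 and 420, 661 and 344 CPM in Poxn replicates 1 to 3, with a median log2 fold change of −0.36 (adjusted p = 0.466, fry) and −1.64 with total counts. The accessory gland list had an adjusted p of 0.466 (fry). The 3 yolk protein genes had at most 2.20 CPM and the 2 roX genes of dosage compensation at most 0.952 CPM in any library, and none of them had enough counts for the test. Antennal genes (3 of 15 tested, the list holding Obp genes that are also counted in the Obp family) had between 2.83 and 7.23 CPM in every library and a median of 0.51 (adjusted p = 0.913, fry). The neuronal list (18 tested) had 2924, 1059 and 1045 CPM in the control libraries and 900, 886 and 813 CPM in the Poxn libraries, with a median of 0.26 (adjusted p = 0.122, fry). Hemocyte genes (6 tested) had 45.9, 69.1 and 26.2 CPM against 28.2, 16.4 and 18.9 CPM, with a median of 0.71 (adjusted p = 0.167, fry). Mechanosensory genes (12 tested) had 55.3, 86.6 and 73.5 CPM against 144, 201 and 180 CPM, with a median of −0.56 (adjusted p = 0.0615, unadjusted p = 0.0103, fry) and −1.97 with total counts. This list holds ppk, ppk26 and pain, which the paper names as enriched in Poxn wings from these libraries, and nompA, which was higher in the libraries labelled control (log2 fold change 6.44, standard error 0.62, adjusted p = 0.00172, edgeR). The medians do not change when genes at the limit are set to their lower bounds.

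The paper studies fru (FBgn0004652; 3R, 18414273 to 18545586) with other methods. In these libraries it had 27, 76 and 113 counts in control replicates 1 to 3 and 118, 74 and 74 in Poxn replicates 1 to 3, a log2 fold change of 1.60 (standard error 0.45, adjusted p = 0.0587, edgeR), and the call did not change in any of 22 alternatives, with log2 fold changes from 0.018 with total counts to 1.90 without control replicate 3 and an adjusted p from 0.00239 to 0.989. In the authors' deposited table its log2 fold change is 1.60 with an adjusted p of 0.00637.

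The FPKM columns of S2 Data were compared with the count files over 129 genes, after each gene's mean had been removed. The first control column followed control replicate 1 (Spearman's rho across genes 0.74), the second followed control replicate 3 (0.76) and the third followed control replicate 2 (0.66). The Poxn columns followed replicates 1, 2 and 3 in order (0.63, 0.73 and 0.67). Genes are not independent replicates, and the order of the control columns has no bearing on their mean.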
